# Differential abilities to engage inaccessible chromatin diversify vertebrate Hox binding patterns

**DOI:** 10.1242/dev.194761

**Published:** 2020-11-23

**Authors:** Milica Bulajić, Divyanshi Srivastava, Jeremy S. Dasen, Hynek Wichterle, Shaun Mahony, Esteban O. Mazzoni

**Keywords:** Hox, Binding, Chromatin, Spinal cord, Stem cell differentiation, Patterning

## Abstract

Although Hox genes encode for conserved transcription factors (TFs), they are further divided into anterior, central and posterior groups based on their DNA-binding domain similarity. The posterior Hox group expanded in the deuterostome clade and patterns caudal and distal structures. We aimed to address how similar Hox TFs diverge to induce different positional identities. We studied Hox TF DNA-binding and regulatory activity during an *in vitro* motor neuron differentiation system that recapitulates embryonic development. We found diversity in the genomic binding profiles of different Hox TFs, even among the posterior group paralogs that share similar DNA-binding domains. These differences in genomic binding were explained by differing abilities to bind to previously inaccessible sites. For example, the posterior group HOXC9 had a greater ability to bind occluded sites than the posterior HOXC10, producing different binding patterns and driving differential gene expression programs. From these results, we propose that the differential abilities of posterior Hox TFs to bind to previously inaccessible chromatin drive patterning diversification.

This article has an associated ‘The people behind the papers’ interview.

## Abstract (precis)

**Highlighted Article:** Analyses of Hox transcription factor (TF) DNA-binding and regulatory activity demonstrates that the ability of mammalian posterior Hox TFs to bind to previously inaccessible chromatin is the predominant force driving their patterning diversification.

## INTRODUCTION

Hox genes encode a highly conserved transcription factor (TF) family that endows cells with positional identity during embryonic development (McGinnis and Krumlauf, 1992; Lewis, 1978; Duboule and Dolle, 1989). In mammals, Hox genes are organized into four clusters located on different chromosomes (*HoxA*, *HoxB*, *HoxC* and *HoxD*). Each cluster contains a subset of 13 similar paralogous Hox genes, genomically arranged in the same linear order as their spatial and temporal expression patterns in the developing embryo, a phenomenon known as collinearity (Kmita and Duboule, 2003; Duboule and Morata, 1994). Changes in Hox gene expression patterns induce gross morphological changes, resulting in well-characterized homeotic transformations. However, how Hox TFs assign different positional identities during cell differentiation is not entirely understood.

Hox genes encode for similar homeodomain (HD)-containing TFs (Akam, 1989; Regulski et al., 1985). HDs are highly conserved helix-turn-helix DNA-binding domains that recognize similar consensus DNA sequences (Gehring et al., 1994; Noyes et al., 2008; Affolter et al., 2008; Berger et al., 2008). Vertebrate Hox TFs are divided into anterior (HOX1-5), central (HOX6-8) and posterior (HOX9-13) paralog groups. The posterior Hox group is particularly interesting because it has expanded in the deuterostome clade. In *Drosophila* there is only one *Abd-B*, whereas several *Abd-B*-related Hox genes assign different posterior positional identities during vertebrate development (Izpisúa-Belmonte et al., 1991) (reviewed by Duboule, 2007; Lanfear, 2010). Thus, understanding how paralogous Hox TFs differentiate their genomic binding activity to specify cell fates is at the core of understanding vertebrate body patterning.

*In vitro* binding studies have investigated the intrinsic sequence preferences of Hox TFs alone or in complex with specific co-factors. These studies demonstrate that the anterior (HOX1-5) and central Hox paralog groups (HOX6-8) prefer to bind the canonical TAAT core sequence, whereas the posterior paralog groups (HOX9-13) preferentially bind TTAT core sequences (Noyes et al., 2008; Mann et al., 2009; Berger et al., 2008; Ekker et al., 1994). Moreover, the interaction between Hox TFs and MEIS and PBX co-factors increases the specificity and selectivity of Hox DNA binding (reviewed by Mann and Chan, 1996; Merabet and Mann, 2016; Mann and Affolter, 1998). However, how vertebrate Hox TFs within a single group diversify their genomic binding patterns remains obscure.

Despite the extensive analysis of Hox TF binding *in vitro*, relatively little is known about Hox binding specificity in the context of cellular chromatin landscapes (De Kumar et al., 2017; Huang et al., 2012; Donaldson et al., 2012). For example, virally expressed HOXA9-13 and HOXD9-13 in primary chicken mesenchymal limb progenitors exhibit some binding specificity differences between the posterior group Hox TFs, with HOXA/D13 paralogs being the most different (Jerković et al., 2017). In *Drosophila*, recent studies have investigated the role of chromatin accessibility in shaping Hox TF binding. Of the central and posterior fly Hox factors, *Drosophila* Abd-B displays an increased ability to bind previously inaccessible chromatin (Beh et al., 2016; Porcelli et al., 2019). However, it is not possible to investigate how binding selectivity has diverged between the vertebrate Abd-B-derived posterior Hox TFs (HOX9-HOX13) using *Drosophila* models. In line with their differential patterning activities, the vertebrate Hox TFs might have diverged in their sequence preferences or abilities to engage inaccessible chromatin.

In vertebrates, Hox genes pattern various developing tissues. Notably, spinal cord neuronal diversity requires Hox gene activity along its rostrocaudal axis (Sweeney et al., 2018; Dasen and Jessell, 2009; Dasen et al., 2003). The limb-innervating expression program is controlled by central Hox TFs (HOX6 and HOX8) at the brachial spinal cord and by posterior Hox TFs (HOX10) at the lumbar spinal cord (Dasen et al., 2008; Jung et al., 2018; Lacombe et al., 2013; Rousso et al., 2008; Wu et al., 2008). Thus, a similar neuron fate is induced by Hox TFs with different DNA sequence preferences. Meanwhile, the posterior HOXC9 induces thoracic fate (Jung et al., 2010,^2014^). Thus, two posterior group genes, *Hoxc9* and *Hoxc10*, induce different spinal cord fates. In agreement with their genomic cluster position, *Hox13* paralogs are expressed late during development, distally and in posterior regions. They are associated with patterning structures derived from the caudal tail bud by inhibiting cell growth or inducing apoptosis (Economides et al., 2003; Godwin and Capecchi, 1998; Denans et al., 2015; Young et al., 2009). As a model to understand the differential patterning activities of Hox TFs, we sought to understand how central and posterior Hox TFs bind the genome to induce different spinal cord identities.

The study of genome-wide Hox TF binding in cellular contexts is challenging due to the lack of availability of homogenous relevant cell populations at scales compatible with chromatin immunoprecipitation (ChIP). To mitigate this technical limitation, we opted for an embryonic stem cell (ESC) differentiation system that recapitulates ventral spinal cord early development (Wichterle et al., 2002; Davis-Dusenbery et al., 2014; Wichterle and Peljto, 2008). In response to the dorsoventral Hedgehog and rostrocaudal retinoic acid (RA) patterning signals, ESCs differentiate into motor neurons (MNs) and interneurons by transitioning through progenitor states (Wichterle et al., 2002). The culture acquires a rostral spinal cord identity, with 90% of cells expressing *Hoxa5* (Peljto et al., 2010; Peljto and Wichterle, 2011). Moreover, differentiating ESC-derived MNs respond to Hox gene overexpression similarly to those in the developing spinal cord (Narendra et al., 2016; Tan et al., 2016; Machado et al., 2014; Jung et al., 2010). Thus, ESC-to-MN differentiation recapitulates crucial aspects of MN differentiation and constitutes a suitable model to study Hox TF activity in relevant cellular and chromatin environments.

To understand how Hox TFs control different fates, we induced individual Hox TFs in progenitor MNs. We analyzed the differential binding of the Hox TFs in the context of their underlying sequence motifs and interactions with the pre-existing chromatin accessibility environment. We focused on a subset of HOXC TFs (HOXC6, 8, 9 and 10) due to their importance in inducing spinal cord identities. We complemented these studies by examining additional HOX9 paralogs and the posterior HOXC13. Our results suggest that limb-innervating fate is not the product of identical central and posterior Hox binding patterns, as HOXC10 does not mimic HOXC6 and HOXC8 binding profiles. Although posterior group Hox TFs have similar DNA motif preferences, they do not bind to the genome with identical patterns. This difference is mainly due to their differing abilities to bind motifs occluded in inaccessible chromatin. For example, HOXC9 and HOXC10 bind similar DNA sequence motifs, whereas HOXC9 has a greater ability to bind previously inaccessible chromatin. In summary, our work describes divergence in the abilities to engage inaccessible chromatin among vertebrate posterior group Hox factors derived from a single *Drosophila* gene. From these results, we propose that the differential abilities of posterior Hox TFs to bind to previously inaccessible chromatin is the predominant force driving their patterning diversification.

## RESULTS

### Hox TF expression controls neuronal fates during *in vitro* spinal cord differentiation

Hox proteins have similar DNA-binding domains, yet they control positional identity along the rostrocaudal axis. In particular, posterior HOXC9 and HOXC10 have a single shared *Drosophila* ortholog, Abd-B, yet they pattern different spinal cord fates. We focused our attention on a subset of *HoxC* genes due to their cardinal spinal cord patterning activities (Dasen and Jessell, 2009; Dasen et al., 2003; Jung et al., 2010; Wu et al., 2008). We generated isogenic mouse ESC lines that expressed *Hoxc6* (brachial), *Hoxc8* (brachial), *Hoxc9* (thoracic) or *Hoxc10* (lumbar) upon doxycycline (Dox) treatment (Fig. 1A,B, Fig. S1A,B) (Mazzoni et al., 2011; Iacovino et al., 2011).

**Fig. 1.**
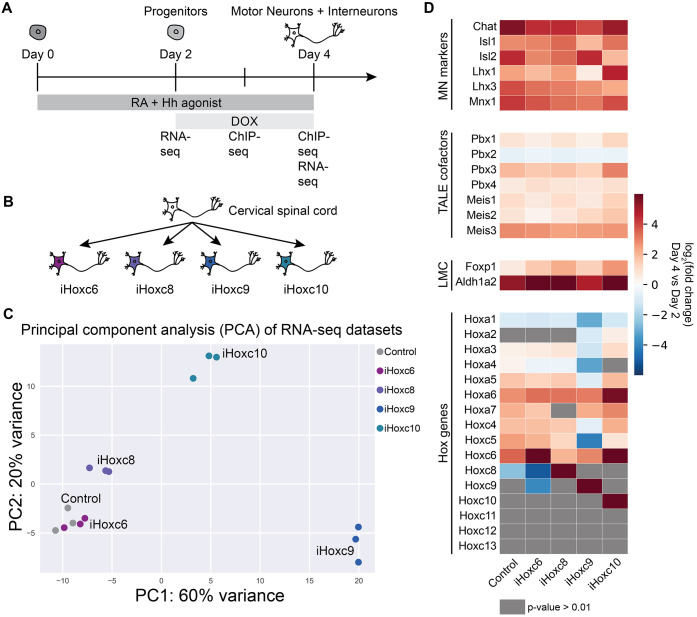
**Hox TFs control cell fates during *in vitro* spinal cord differentiation.** (A) Overview of the experimental procedure. ESCs differentiate into MNs and interneurons in response to RA and Hedgehog patterning signals. Hox expression was induced by treating cells with Dox. Cells were collected at distinct time points for RNA-seq and ChIP-seq for Hox TFs. (B) ESC-derived MNs differentiated with RA and Hedgehog acquire a rostral cervical spinal cord fate. They respond to Hox gene overexpression by inducing distinct transcriptional profiles, evident in Fig. 1C and Fig. S1C. (C) PCA of the RNA-seq datasets (day 4) reveals similarities in the gene expression profiles induced by Hox TFs (each dot represents independent differentiations). (D) RNA-seq heatmap showing the expression of representative marker genes in no Dox control, iHoxc6, iHoxc8, iHoxc9 and iHoxc10 neurons relative to day 2 progenitors (*n*=3 independent differentiations).

As time progresses, cells become neurons, peaking at 48 h after Dox addition when the culture mostly consists of postmitotic MNs as well as interneurons. We refer to these as iHoxc6, iHoxc8, iHoxc9 and iHoxc10 neurons. Importantly, all Hox proteins are N-terminally Flag-tagged, which allows for immunoprecipitation with the same antibody, eliminating any bias that could occur from different antibody affinities.

HOXC6, HOXC9 and HOXC10 divide the spinal cord into three important levels: brachial, thoracic and lumbar, respectively. *Hoxc6*, *Hoxc8* and *Hoxc9* inductions during *in vitro* MN differentiation have been individually characterized with expression changes in a few downstream genes, and they produce the expected phenotypes (Jung et al., 2010; Narendra et al., 2016; Tan et al., 2016). To have a comprehensive and comparative integration of Hox expression consequences, we performed RNA-seq in *Hoxc6*-, *Hoxc8*-, *Hoxc9*- and *Hoxc10*-induced postmitotic neurons, as well as control neurons not treated with Dox (Fig. 1A, Fig. S1A). 

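RNA was sequenced from 18 libraries, 3 each of day 2 progenitors, control neurons and iHoxc6, iHoxc8, iHoxc9 and iHoxc10 neurons. The iHox lines are mouse embryonic stem cells in which doxycycline (Dox) switches on a single Flag-tagged Hox transgene. Induced neurons were collected on day 4 after 48 h in 3 µg/ml Dox, and control neurons came from the iHoxc6 line on the same day without Dox. Day 2 progenitors came from another line, labeled iCre. The authors aligned the reads with STAR, assigned them to RefSeq genes of the mm10 mouse genome and deposited unnormalized read counts for 27179 genes by Entrez identifier. Of these identifiers, 25275 matched a gene symbol. Total counts per library ranged from 24498630 to 33168533. The median was 29589890 in day 2 progenitors, 28141612 in control, 29292122 in iHoxc6, 31197628 in iHoxc8, 25393018 in iHoxc9 and 27339833 in iHoxc10. At these depths, the smallest level that 3 counts can show lay between 0.0883 and 0.122 CPM (counts scaled to a common library size), a limit that covers counting error only. The gene with the most counts took between 1.19% and 2.02% of a library, except in the second library of day 2 progenitors, where it took 5.76%. Replicates were separate libraries: the chi-square of the counts of replicate pairs per degree of freedom ranged from 7.14 to 251, and Pearson's r of log2(CPM + 1) across genes, which are not independent replicates, ranged from 0.984 to 0.999.

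Levels are given as CPM normalized by edgeR's TMM method, as mean ± SD. Differences were tested with edgeR's quasi-likelihood test in a single fit of all 18 libraries, over genes with at least 1 count in any iHox library, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed at the paper's thresholds, an adjusted p under 0.01 and a log2 fold change beyond 2 in either direction. The libraries came from 4 sequencing runs. Day 2 progenitors and iHoxc8 neurons each had a run to themselves, control and iHoxc6 neurons shared a run, and iHoxc9 and iHoxc10 neurons shared a run. Only the comparisons of iHoxc6 with control and of iHoxc9 with iHoxc10 therefore lie within a run. In the other comparisons the run, the line and the Hox gene cannot be told apart. Every induced group had Dox, and control and day 2 progenitors had none. In comparisons with these groups, an effect of Dox itself cannot be told apart from that of the Hox gene. Each induced gene was high in its own line: Hoxc8 was at least 3370-fold higher in iHoxc8, Hoxc9 at least 1940-fold higher in iHoxc9 and Hoxc10 at least 3720-fold higher in iHoxc10 neurons than in control, where 3 counts or fewer were seen in every library. Hoxc6 had a log2 fold change of 7.32 (standard error 0.29, adjusted p = 2.67e-13 by edgeR) in iHoxc6 neurons against control.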

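The counts of the 15 day 4 libraries were transformed with rlog, and the 500 genes with the largest variance were used. PC1 held 55.97% of their variance and PC2 20.7%, 76.7% together, followed by 9.06% on PC3 and 6.92% on PC4. The result moved most when all retained genes were used, which gave 58.1% for PC1 and PC2. On PC1 the group means ran from -9.53 ± 0.96 (SD, n = 3) in control over -8.30 ± 1.12 in iHoxc6, -5.82 ± 1.05 in iHoxc8 and 5.38 ± 1.202 in iHoxc10 to 18.3 ± 0.37 in iHoxc9. The genes with the largest loadings on PC1 were Hoxc9 (0.173), Stra6l (0.162) and Sst (-0.133). On PC2 they were Hoxc10 (-0.339), Hoxc9 (0.160) and Lhx1 (-0.117).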

In a principal component analysis (PCA), the first two principal components explained 80% of the variance in RNA-seq tag counts, reflecting a combination of the paralog group and the subtype identities specified by the Hox proteins (Fig. 1C). 

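Of the 15 Hox genes of paralog groups 1 to 5, 14 had a mean above 1 CPM in control neurons and 13 above 10 CPM. The median was 102.1 CPM. Hoxb5 was highest, at 384.2 ± 66.4 CPM (SD, n = 3), and Hoxb1 was lowest, at 0.212 ± 0.162 CPM. Hoxc5 (chromosome 15, 103014008 to 103017429, GRCm38) was 195.6 ± 7.29 CPM and its neighbor Hoxc4 was 150.4 ± 8.95 CPM. Of the 24 genes of paralog groups 6 to 13, 6 had a mean above 1 CPM in control. Hoxb6 was 179.2 ± 16.5 CPM, Hoxb7 was 28.0 ± 5.56 CPM, Hoxb8 was 177.5 ± 14.6 CPM and Hoxb9 was 9.37 ± 5.32 CPM (SD, n = 3 each). Hoxc6 was 3.18 ± 1.77 CPM and Hoxa6 was 1.15 ± 0.71 CPM. Hoxc8 and Hoxc9 were at 0.0357 and 0.0360 CPM, below the level that 3 counts can show. Hoxb6 overlaps Hoxb5os in the RefSeq annotation, so its reads are uncertain.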

Control cells expressed Hox genes up to paralogs *Hox5*. Thus, iHoxc6 induced some expression changes grouping close to control (Fig. 1C). 

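Between the means of PC1 and PC2, iHoxc6 lay 1.23 units from control, against SDs on these components of 0.27 to 1.17 within these groups. The groups were further apart on PC3, with means of 4.55 ± 0.49 (SD, n = 3) in iHoxc6 and 1.24 ± 0.66 in control. They were also further apart on PC4, with 4.88 ± 1.81 and -5.99 ± 1.66. With a library left out, the distance of iHoxc6 from control on PC1 and PC2 ranged from 0.425 to 3.16. With all retained genes it was 6.43, against 21.3 for iHoxc8. At an adjusted p under 0.01 alone, 123 genes differed between iHoxc6 and control neurons (edgeR's quasi-likelihood test), 76 higher and 47 lower in iHoxc6. Among the genes past the fold change threshold as well, those with the largest change after Hoxc6 were Spp2, Hprt, A730046J19Rik and Chrdl1. Hprt had a log2 fold change of 2.94 (standard error 0.19, adjusted p = 2.78e-09 by edgeR). A730046J19Rik fell by 2.71 on the log2 scale (standard error 0.25, adjusted p = 1.23e-06 by edgeR). Its log2 fold change against control was also negative in iHoxc8 (-1.76), iHoxc9 (-2.06) and iHoxc10 (-1.79), so the fall was not particular to iHoxc6. Spp2 fell by 2.95 (standard error 0.55, adjusted p = 0.00454 by edgeR), and its level varied in control, at 6.16 ± 4.78 CPM (SD, n = 3). Over the alternatives, the adjusted p of Spp2 reached 0.0763, and it lay above 0.01 with DESeq2's Wald test, with the stricter count filter, with only these groups in the fit and in 4 of the 6 fits that left out a library.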

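From the mean of control and iHoxc6, iHoxc8 lay 3.1 units away on PC1, 4.81 units away on PC2 and 10.7 units away on PC3. Hoxc8 had the largest loading on PC3, at -0.477. With the Hox genes left out, the distance of iHoxc8 was 5.54 on PC2 and 1.86 on PC3, and with all retained genes it was 16.7 on PC1. In the plane of PC1 and PC2, the distance to control was 6.06 for iHoxc8, 21.2 for iHoxc10 and 28.0 for iHoxc9. iHoxc9 was furthest from control in all 22 settings tried, which include the 15 fits that each left out a library. iHoxc10 lay between iHoxc8 and iHoxc9 on PC1. On PC2 it had the lowest mean of the 5 groups, -11.8 ± 1.19 (SD, n = 3), against 6.39 ± 1.42 in iHoxc9.

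**Figure D1:**
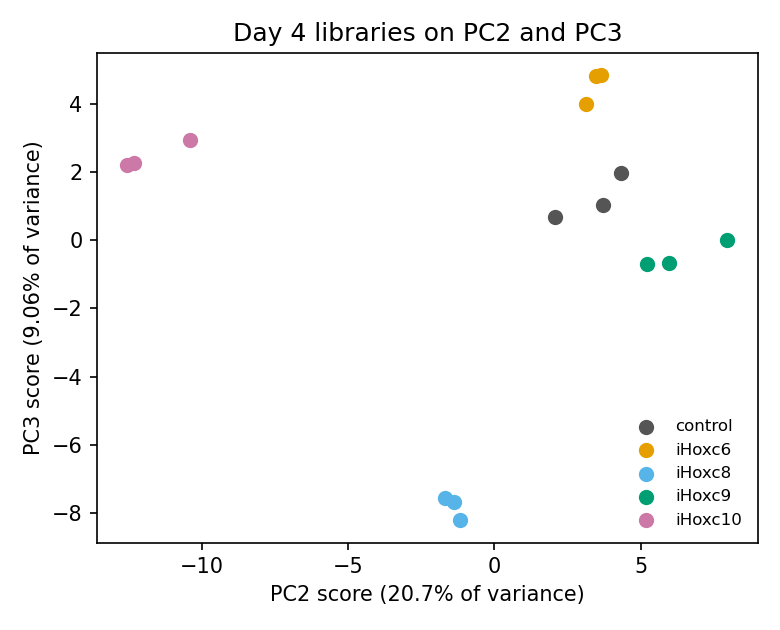
Scores of the 15 day 4 libraries on PC2 (horizontal) and PC3 (vertical), in rlog units, 1 point per library. The iHoxc10 libraries lie apart on PC2 (mean -11.8) and the iHoxc8 libraries on PC3 (mean -7.82).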

The slightly more posterior inducing Hox, iHoxc8, separated along PC2. iHoxc9 grouped the furthest away, whereas iHoxc10 grouped between cells expressing *Hox5-8* genes (control, iHoxc6 and iHoxc8) and iHoxc9. 

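Non-metric MDS was computed from the distances between the 15 rlog-transformed day 4 libraries over all retained genes. In 2 dimensions it had a stress of 7.23%. The nearest neighbor belonged to the same group for 14 of the 15 libraries by the full distances and for 13 of 15 in the 2 dimensions. The control libraries were the most spread out: their largest distance from each other was 38.9, against 21.2 in iHoxc6, 30.2 in iHoxc8, 18.8 in iHoxc9 and 23.4 in iHoxc10. The mean distance from control was 35.1 for iHoxc6 and 37.4 for iHoxc8, against a mean distance of 31.6 between the control libraries. It was 47.9 for iHoxc10 and 50.8 for iHoxc9.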

Multidimensional scaling (MDS), a non-linear dimensionality reduction technique, produced a similar lower-dimensional embedding separating each inducible Hox line (Fig. S1C). Overall, these data show that Hox TFs induce distinct gene expression profiles during *in vitro* spinal cord differentiation, with an increasing transcriptional diversity by posterior Hox TFs (Fig. 1C, Fig. S1C,D).

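Against control neurons, 24 genes were differentially expressed in iHoxc6 (9 higher and 15 lower), 46 in iHoxc8 (29 and 17), 566 in iHoxc9 (321 and 245) and 311 in iHoxc10 neurons (149 of them lower). The threshold on the fold change moved these counts most: at a log2 fold change beyond 1, they were 101, 285, 1636 and 1437. At an adjusted p under 0.01 alone, the numbers in iHoxc9 and iHoxc10 were close, at 2950 and 3022. With the replicate number as a block in the fit, 22, 44, 545 and 302 genes were called. Libraries with the same number did not deviate together in a common way, since the correlation of their deviations with those of control was -0.25 for iHoxc6, -0.12 for iHoxc8, 0.04 for iHoxc9 and 0.03 for iHoxc10. Within the run that they shared, iHoxc9 and iHoxc10 differed in 274 genes, or 258 with the block, where that correlation was 0.52. The block was common to all libraries in the fit, so it may not take up a pairing of these lines alone. Both iHoxc9 and iHoxc10 neurons changed 146 genes, all in the same direction.

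The largest changes in iHoxc9 after Hoxc9 were in Stra6l (log2 fold change 9.62, standard error 0.37, adjusted p = 3.48e-14 by edgeR), Pou4f3 (at least 23.8-fold higher), Sst (log2 fold change -8.53, standard error 0.28, adjusted p = 9.66e-16 by edgeR) and Grm5 (at least 70-fold higher). In iHoxc10 they were in Stra6l (8.33, standard error 0.38), Sst (-6.30, standard error 0.24), Spp2 (-5.46, standard error 0.70) and Igf2 (4.56, standard error 0.32). In iHoxc8 they were in Hprt (4.34, standard error 0.19), Gm364 (4.21, standard error 0.30), ATP8 (4.06, standard error 0.64, a mitochondrial gene that overlaps ATP6) and Grb10 (4.01, standard error 0.22). Between iHoxc9 and iHoxc10, Itga1 was at least 23-fold higher in iHoxc9 and Sstr1 fell by 5.59 on the log2 scale (standard error 0.53). From the separation of the lines in PCA and MDS and from their gene expression, the paper concludes that Hox TFs induce distinct expression profiles and that posterior Hox TFs increase transcriptional diversity.

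**Figure D2:**
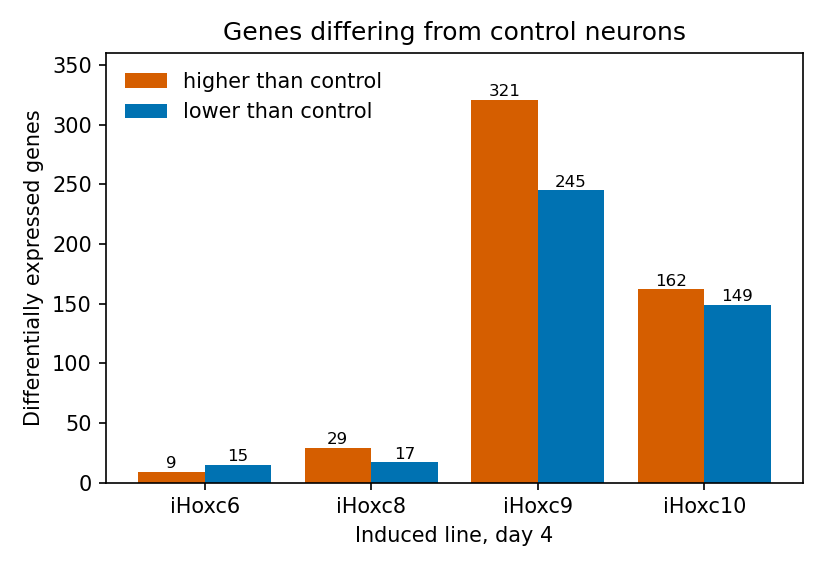
Number of differentially expressed genes (vertical) in each induced line on day 4 (horizontal) against control neurons, with genes higher and lower than control as separate bars. The bars reach 321 and 245 genes in iHoxc9 and 9 and 15 genes in iHoxc6.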

Although there is no global gene expression characterization of Hox expression manipulation during embryonic development, iHox lines induced the expression of marker genes in agreement with previous studies. 

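Raldh2 is listed under its current symbol Aldh1a2 (chromosome 9, 71215789 to 71296243, GRCm38). It was 29.1 ± 5.29 CPM (SD, n = 3) in control, 88.5 ± 20.6 CPM in iHoxc6, 73.3 ± 20.7 CPM in iHoxc8, 21.6 ± 4.63 CPM in iHoxc9 and 183.7 ± 20.1 CPM in iHoxc10 neurons. Against control, its log2 fold change was 1.61 in iHoxc6 (standard error 0.21, adjusted p = 0.000135 by edgeR), 1.33 in iHoxc8 (standard error 0.21, adjusted p = 0.000614 by edgeR) and 2.66 in iHoxc10 (standard error 0.22, adjusted p = 1.6e-08 by edgeR). In iHoxc9 it was -0.42 (standard error 0.21, adjusted p = 0.149 by edgeR). The difference between iHoxc9 and iHoxc10, within a run, was -3.08 (standard error 0.22, adjusted p = 1.98e-09 by edgeR). Foxp1 (chromosome 6, 98925342 to 99522746) had a log2 fold change of 1.03 in iHoxc6 (standard error 0.18, adjusted p = 0.00244 by edgeR), 1.63 in iHoxc8, 2.05 in iHoxc10 and 0.83 in iHoxc9 (standard error 0.18, adjusted p = 0.00154 by edgeR). The adjusted p of Foxp1 in iHoxc6 ranged from 3.45e-05 to 0.023 over the alternatives, and in iHoxc9 from 0.000271 to 0.02. Other genes lie within the span of Foxp1, so a part of its reads is uncertain. Only Aldh1a2 and Foxp1 in iHoxc10 passed the fold change threshold of 2 as well, and Foxp1 ranged from 1.93 to 2.28 over the alternatives, below 2 in some fits that left out a library.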

For example, *Hoxc6*, *Hoxc8* and *Hoxc10* overexpression induced canonical lateral motor column (LMC) markers *Raldh2* and *FoxP1* (Fig. 1D, Fig. S2A,B) (Narendra et al., 2016; Tan et al., 2016). *Hoxc9* overexpression led to the repression of anterior *Hox1-5* paralogs (Fig. 1D, Fig. S2A,B) (Jung et al., 2010). 

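Of the 15 Hox1-5 genes, 14 were lower in iHoxc9 than in control neurons at an adjusted p under 0.01, whether adjusted over all genes or over these 15 alone, and 8 passed the fold change threshold too. Their median log2 fold change was -2.38, from -6.62 in Hoxc5 (standard error 0.20, adjusted p = 2.75e-16 by edgeR) to -1.06 in Hoxa2 (standard error 0.14, adjusted p = 5.1e-06 by edgeR). Hoxb1 was the exception, with an adjusted p of 0.0667 by edgeR at a level that 3 counts can barely show. Hoxc5 was 1.96 ± 0.44 CPM (SD, n = 3) in iHoxc9. The number lower in iHoxc9 was 14 in each of the 6 fits that left out a control or iHoxc9 library. In iHoxc6, 0 of the 15 genes were lower at an adjusted p under 0.01 and 7 at an unadjusted p under 0.05. Adjusted over the 15 genes alone, 4 were lower in each of iHoxc6, iHoxc8 and iHoxc10. In iHoxc8 the lower gene was Hoxc5 (-1.19, standard error 0.15). In iHoxc10, Hoxc5 (-1.72, standard error 0.15) and Hoxb4 (-1.18, standard error 0.14) were lower and Hoxa3 was higher (0.73, standard error 0.14, adjusted p = 0.000765 by edgeR). Within the run that iHoxc9 and iHoxc10 shared, 14 of the 15 genes were lower in iHoxc9 (adjusted p at most 0.000103 by edgeR). Their log2 fold changes ran from -4.90 in Hoxc5 (standard error 0.19) to -1.07 in Hoxb2. Hoxb1 was again the exception (adjusted p = 0.329 by edgeR). A difference between runs does not explain the lower levels of these 14 genes in iHoxc9 than in iHoxc10. The line and the Hox gene cannot be told apart in that comparison. Hoxa3 spans Hoxa4 and Hoxa5, Hoxb3 spans Hoxb4 and Hoxd3 spans Hoxd4 in the annotation, so the reads of these genes are uncertain.

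**Figure D3:**
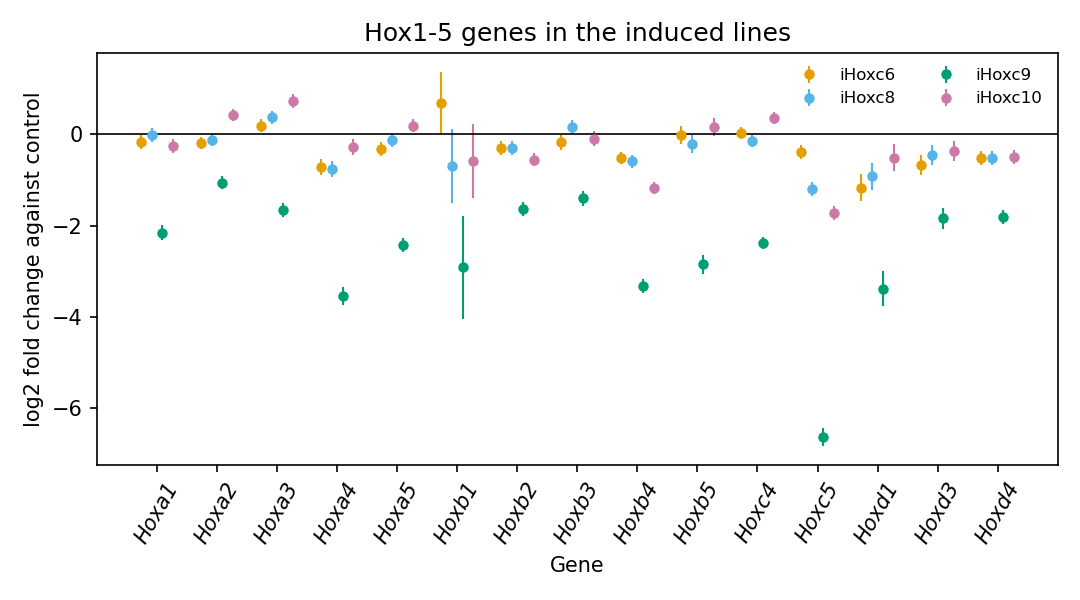
log2 fold change against control neurons (vertical) of the 15 Hox1-5 genes (horizontal) in each induced line on day 4, with 1 standard error as bars. The iHoxc9 points lie between -6.62 and -1.06, and those of the other lines between -1.72 and 0.73.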

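The count of an induced gene includes reads of the transgene and of the endogenous gene. Hoxc6 reached 514.5 ± 16.2 CPM (SD, n = 3) in iHoxc6, Hoxc8 389.4 ± 25.4 CPM in iHoxc8, Hoxc9 224.3 ± 11.2 CPM in iHoxc9 and Hoxc10 430.1 ± 4.22 CPM in iHoxc10 neurons. On the log2(CPM + 1) scale these levels exceeded Hoxc5 in control by 1.39 ± 0.07 for Hoxc6, 0.99 ± 0.11 for Hoxc8, 0.20 ± 0.09 for Hoxc9 and 1.13 ± 0.05 for Hoxc10. Hoxc6 was 2.63 times and Hoxc9 1.15 times the level of Hoxc5. Hoxc6 was 2.29 times the level of Hoxc9. The lowest library of each induced gene (499.9, 361, 213.3 and 425.3 CPM) was above the highest control library of Hoxc5 (204.1 CPM). Each of the 4 exact permutation tests gave a two-sided p of 0.10, the smallest that 3 libraries against 3 allow, and 0.10 after Benjamini-Hochberg adjustment. Per kilobase of exon, the log2 differences were 1.74, 1.10, 0.54 and 1.82 for Hoxc6, Hoxc8, Hoxc9 and Hoxc10. The exon lengths were those of the annotated genes. The length of the transgene was not used, so these values may be off for the induced genes.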

The various induced Hox genes displayed similar RNA levels, which are also comparable to those of endogenous *Hoxc5* expressed in the control (Fig. S2C). Importantly, Hox induction during *in vitro* spinal cord differentiation did not derail the ability of cells to acquire an MN identity (Fig. 1D, Fig. S2A,B). Thus, Hox TF activity during ESC differentiation induces distinct spinal cord fates, recapitulating aspects of embryonic differentiation.

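Motor neuron genes rose from day 2 to day 4 in control and induced neurons. Chat (chromosome 14, 32408203 to 32465909, GRCm38), Isl1, Mnx1 and Lhx3, with Tubb3 and Slc18a3, were among the genes higher than in day 2 progenitors in iHoxc6, iHoxc9 and iHoxc10 and, with the fold change threshold of 2, not differentially expressed among these 3. At an adjusted p under 0.01 alone, Chat (log2 fold change -1.14), Isl1 (-1.27) and Mnx1 (-0.71) were lower in iHoxc9 than in iHoxc10, within a run (adjusted p of 0.00181, 0.00200 and 0.00696 by edgeR), and Lhx3 was higher in iHoxc6 than in iHoxc10 (1.07, adjusted p = 0.000913 by edgeR). Isl1 (1.04) and Mnx1 (0.66) were also higher in iHoxc6 than in iHoxc9 (adjusted p of 0.00558 and 0.00624 by edgeR). Chat rose from 0.772 ± 0.507 CPM (SD, n = 3) in day 2 progenitors to 36.2 ± 6.58 CPM in control, 18.1 ± 1.85 CPM in iHoxc6, 18.4 ± 2.37 CPM in iHoxc8, 12.7 ± 1.67 CPM in iHoxc9 and 28.0 ± 6.09 CPM in iHoxc10. Against control, Chat had a log2 fold change of -1.51 in iHoxc9 (standard error 0.23, adjusted p = 4.73e-05 by edgeR), and it did not pass an adjusted p of 0.01 in the other lines (0.0113 to 0.255 by edgeR). Isl1 did not pass an adjusted p of 0.01 in any line, with a log2 fold change of -0.86 in iHoxc9 (standard error 0.26, adjusted p = 0.0165 by edgeR, from 0.00172 to 0.0851 over the alternatives). Mnx1 was lower in iHoxc8 (-0.94, standard error 0.17) and iHoxc9 (-1.13, standard error 0.17). Lhx3 was lower in iHoxc9 (-1.16, standard error 0.21) and iHoxc10 (-1.63, standard error 0.21). Isl2 was lower in iHoxc6 (-1.57, standard error 0.22), iHoxc8 (-1.12, standard error 0.22) and iHoxc10 (-2.61, standard error 0.24) and not in iHoxc9 (0.03, standard error 0.22, adjusted p = 0.981 by edgeR). Lhx1 fell in iHoxc9 (-1.87, standard error 0.15) and rose in iHoxc10 (2.22, standard error 0.15), and the difference between the 2 lines had an adjusted p = 7.83e-14 by edgeR. With DESeq2's Wald test, Chat also passed an adjusted p of 0.01 in iHoxc6 and iHoxc8, Isl1 in iHoxc9, Lhx3 in iHoxc8 and Lhx1 in iHoxc6. With only the groups compared in the fit, Chat in iHoxc8 and Isl1 in iHoxc9 passed, as did Chat in iHoxc8 with DESeq2's size factors. Without the second control library, Chat in iHoxc6 and iHoxc8 and Isl1 in iHoxc9 passed. Isl2 and Mnx1 in iHoxc8 no longer passed when some single libraries were left out, with an adjusted p of up to 0.0277 for Isl2.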

### HOXC6, HOXC9 and HOXC10 TFs have different genome-wide binding profiles

To understand how Hox TFs assign positional identity, we assayed the genomic binding of HOXC6, HOXC8, HOXC9 and HOXC10 by performing ChIP-seq experiments 24 h and 48 h after Dox treatment, with newborn and young postmitotic MNs, respectively (Fig. 1A, Fig. S1A). These time points are crucial for Hox positional identity patterning because Hox TFs control MN types at early postmitotic states (Dasen et al., 2003). We restricted the analysis to the top 10,000 sites in each dataset for all downstream analyses to ensure the least amount of bias from comparing different experiments and performed differential binding analysis using MultiGPS (Mahony et al., 2014), which runs edgeR (Robinson et al., 2010) internally.

Despite sharing 82% similarity within their HDs (Fig. S3A), we found that the posterior HOXC9 and HOXC10 displayed divergent genomic binding patterns (Fig. 2A, Fig. S3B). HOXC10 primarily bound a subset of HOXC9 binding sites; while 90% of the top 10,000 binding sites for HOXC10 showed similar enrichment levels for HOXC9 and HOXC10, an additional 5230 sites were bound preferentially by HOXC9 (Fig. 2A). Thus, although HOXC9 and HOXC10 contain similar DNA-binding domains, HOXC9 binds to additional genomic locations.

**Fig. 2.**
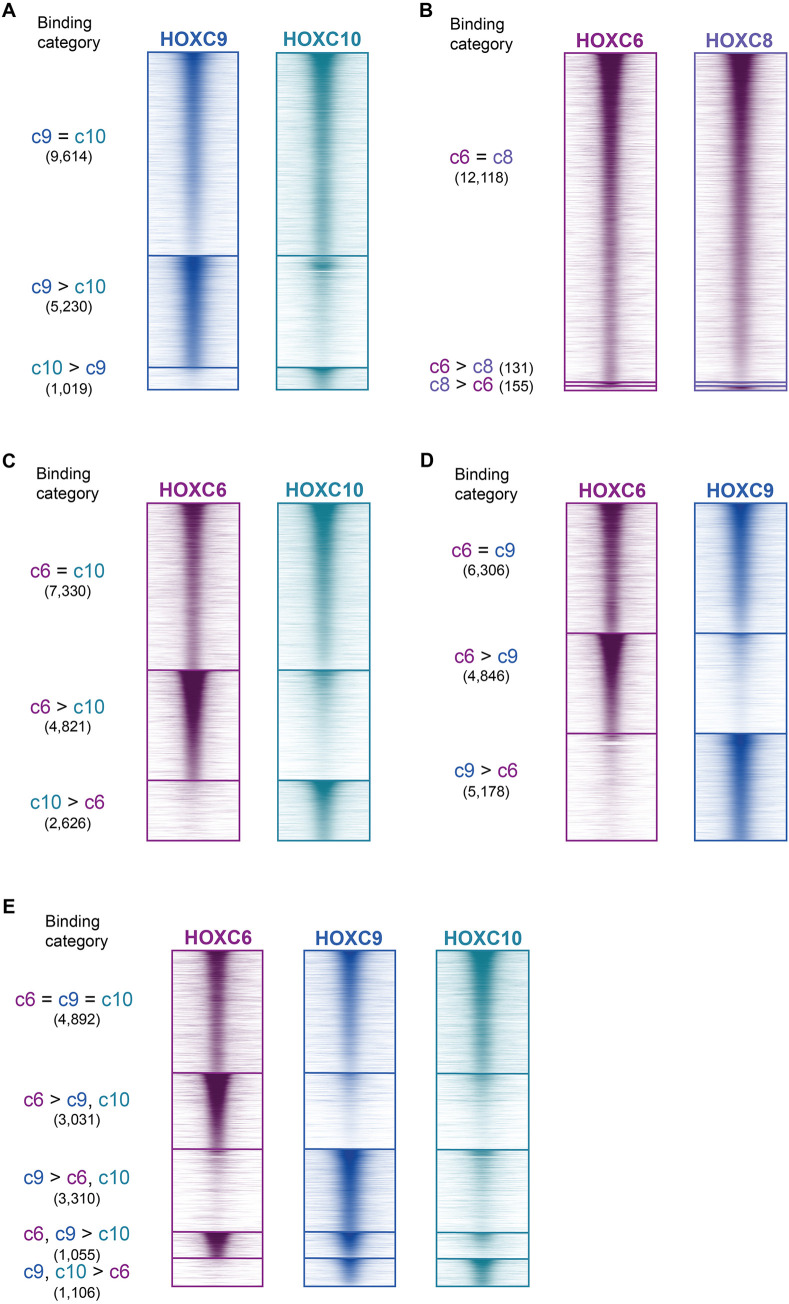
**HOXC6, HOXC9** **and HOXC10 TFs have different genome-wide binding profiles.** (A-D) ChIP-seq heatmap showing binding comparisons of Hox TFs in differentiating neurons at day 3 (*n*=2 independent differentiations). Sites bound by both indicated Hox TFs noted as ‘=’ sites. Preferentially bound sites by HOXC6, HOXC8, HOXC9 or HOXC10 noted as ‘c6 >’, ‘c8 >’, ‘c9 >’ and ‘c10 >’, respectively. (E) ChIP-seq heatmap showing binding comparisons of HOXC6, HOXC9 and HOXC10 in differentiating neurons at day 3 (*n*=2 independent differentiations). Sites bound by all three Hox TFs are indicated as ‘c6=c9=c10’ sites. Preferentially bound sites by HOXC6, HOXC9, HOXC6 and HOXC9, or HOXC9 and HOXC10 are indicated as ‘c6>c9, c10’, ‘c9>c6, c10’, ‘c6, c9>c10’, and ‘c9, c10>c6’, respectively.

We wondered if another pair of similar Hox TFs would also diverge in binding patterns. Thus, we compared the binding of central HOXC6 and HOXC8 TFs. HOXC6 and HOXC8 displayed few differences in enrichment at their top-most bound sites; fewer than 2% of sites were significantly differentially bound by the two TFs (Fig. 2B). Thus, unlike the posterior HOXC9 and HOXC10, the two main brachial central group Hox proteins bind similar target sites in differentiating neurons. To facilitate the interpretation of the subsequent comparisons, we picked the canonical HOXC6 to represent the brachial-inducing Hox binding profile.

Next, we compared the binding patterns of the central HOXC6 TF versus each of the posterior Hox TFs, HOXC9 and HOXC10. Although both induce limb-innervating spinal cord fate, HOXC6 and HOXC10 do not have identical binding patterns. Although there are sites that HOXC6 and HOXC10 bind at similar levels, there are also unique HOXC6 and HOXC10 sites in differentiating cells (Fig. 2C, Fig. S3C). Similarly, HOXC6 and HOXC9 bound to some sites at similar levels but there were also sites differentially bound by HOXC6 or HOXC9 (Fig. 2D, Fig. S3D). Thus, the different patterning abilities of central and posterior Hox proteins might be explained in part by differential genome-wide binding profiles.

To better characterize the diversity of sites bound by the various Hox TFs, we performed a joint differential binding analysis for HOXC6, HOXC9 and HOXC10 (Fig. 2E, Fig. S3E). This analysis revealed that 4892 sites were bound similarly by HOXC6, HOXC9 and HOXC10 (‘c6=c9=c10’) (Fig. 2E). HOXC6 and HOXC9 differentially bound large sets of private sites: 3031 sites were bound by HOXC6 (‘c6>c9,c10’) and 3310 sites were bound by HOXC9 (‘c9>c6,c10’). There were 1106 sites preferentially bound by posterior Hox TFs (‘c9,c10>c6’). Finally, there were 1055 sites bound by HOXC6 and HOXC9 (‘c6,c9>c10’). Of note, Hox binding sites were overwhelmingly distal to transcriptional start sites (Fig. S4A), and Hox TF binding patterns were mostly the same in newborn and young postmitotic MNs (Fig. S4B-D).

Altogether, we found a set of sites that are bound by all assayed Hox TFs, regardless of paralog group or fate inducing activity. The brachial HOXC6 and thoracic HOXC9 bind additional sets of unique sites. Finally, although the posterior HOXC10 and HOXC9 are predicted to share sequence specificity, HOXC10 cannot bind to a large fraction of HOXC9 sites.

### Sequence preference does not explain posterior HOXC9 and HOXC10 binding differences

Next, we sought to investigate whether distinct sequence preferences define the differential HOXC9 and HOXC10 binding patterns. Previous *in vitro* binding preference studies reported that anterior and central Hox paralogs prefer the TAAT core motif, whereas the posterior paralogs prefer the TTAT motif (Noyes et al., 2008; Mann et al., 2009). Indeed, *de novo* motif discovery, using the ensemble method MEME-ChIP (Machanick and Bailey, 2011), revealed distinct motifs when comparing sites bound by central versus posterior Hox TFs during MN differentiation (Fig. 3A). The representative enriched motifs detected at sites bound by HOXC6 contained the TAAT sequence. In contrast, the identified sequences at sites bound by HOXC9 and HOXC10 matched the posterior motif TTTAT, and the bipartite PBX (TALE co-factor) and posterior Hox motif TGATTTAT at c6=c9=c10 sites (Fig. 3A). Thus, central and posterior Hox proteins bind to motifs that are in agreement with previous *in vitro* binding preference studies (Noyes et al., 2008; Mann et al., 2009). However, both c9>c6,c10 and c9,c10>c6 binding categories have similar detected TTTAT motifs, failing to discriminate sequence preference within the posterior group. We next used motif scanning approaches to directly compare the over-representation of each type of Hox motif. These results were consistent with the previous motif-finding results and show similar over-representation levels of the TTTAT motif at sites bound by HOXC9 versus HOXC9=HOXC10 (Fig. 3B).

**Fig. 3.**
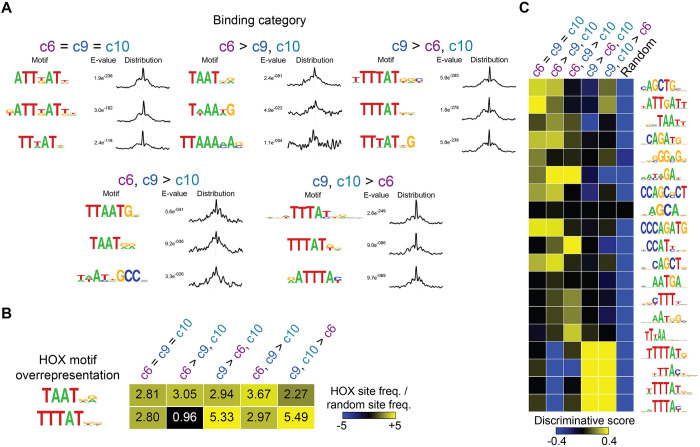
**Sequence preference does not explain posterior HOXC9 and HOXC10 binding differences.** (A) Selected top enriched motifs discovered via MEME-ChIP at the indicated Hox binding categories featured in Fig. 2E. Distributions to the right of each motif show the distribution of each motif occurrence with respect to the midpoint of each peak (500 bp windows). (B) Hox TF anterior and posterior motif over-representation (compared with randomly selected sequences) at each category of Hox binding sites. (C) SeqUnwinder analysis characterizing motifs that are discriminative between the various classes of HOXC6, HOXC9 and HOXC10 binding sites.

Finally, we used a multi-class discriminative *k*-mer based motif-finder (SeqUnwinder; Kakumanu et al., 2017) to find motifs that discriminate between each subset of Hox binding sites (Fig. 3C). We found both cognate Hox TAAT motifs and additional secondary motifs that discriminate sites bound by the central HOXC6 from sites bound by posterior Hox TFs. However, notably, SeqUnwinder discovered no motifs that could discriminate between sites bound by HOXC9 alone versus those bound by HOXC9 and HOXC10. Thus, we see no evidence for sequence preference differences that could explain the differential binding observed between HOXC9 and HOXC10.

### HOXC9 has a higher preference for relatively inaccessible chromatin than HOXC6 and HOXC10

In addition to the sequence preferences of a TF, cell type-specific chromatin environments can specify genome-wide TF binding specificity. As we found no strong evidence that sequence preference explains HOXC9 versus HOXC10 differences, we decided to explore whether binding to previously inaccessible sites shapes their binding patterns.

To investigate whether the chromatin accessibility landscape that exists before Hox induction shapes Hox TF binding patterns, we characterized genome-wide chromatin accessibility states by ATAC-seq at the progenitor stage (Fig. 4A, Fig. S1A). The distribution of progenitor ATAC-seq read density at HOXC6, HOXC8, HOXC9 and HOXC10 sites revealed that HOXC9 binding sites had the lowest median accessibility before each factor is induced (Fig. 4B). We then analyzed prior accessibility differences within the different established Hox binding categories (Fig. 2E). In agreement, all sites with HOXC6 binding (c6=c9=c10, c6>c9,c10 and c6,c9>c10 categories) harbored similar prior accessibility landscapes (55%, 54% and 45% of sites overlap accessible domains, respectively) (Fig. 4C,D). On the other hand, c9>c6,c10 and c9,c10>c6 binding occurred in genomic locations with much lower prior accessibility (16% and 18% of sites overlap accessible domains, respectively) (Fig. 4C,D). Interestingly, the sites with higher prior accessibility landscapes were associated with non-Hox motifs; for example, bHLH factors that are common during neuronal differentiation (Fig. 3C).

**Fig. 4.**
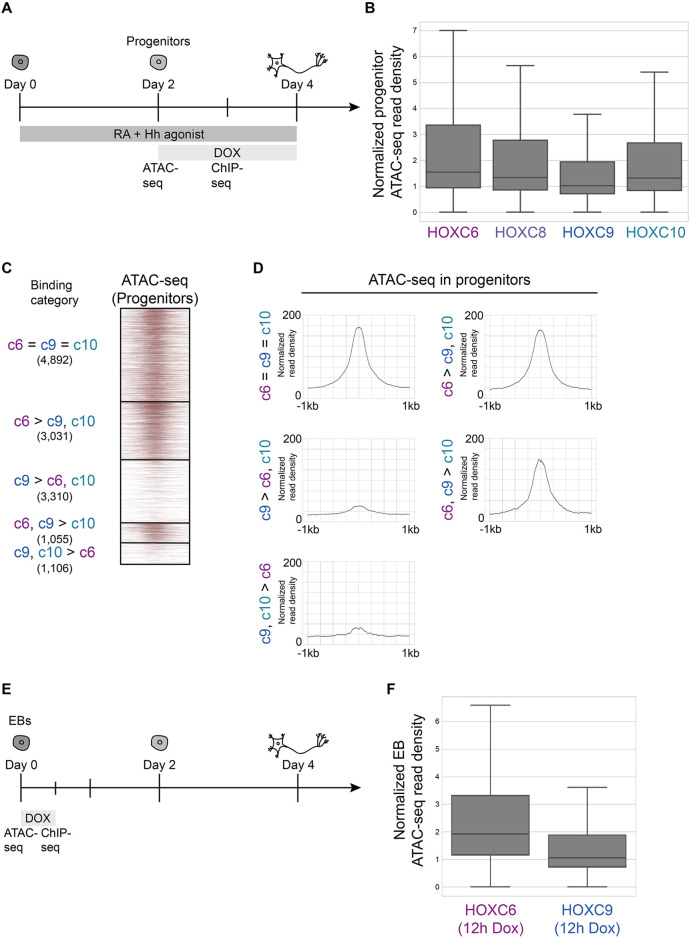
**HOXC9 has a higher preference for inaccessible chromatin than HOXC6 and HOXC10.** (A) Overview of the experimental procedure. ESCs differentiate into MNs and interneurons in response to RA and Hedgehog patterning signals. Hox expression was induced by treating cells with Dox. Cells were collected at distinct time points for ATAC-seq and ChIP-seq. (B) The distribution of day 2 progenitor ATAC-seq read density at the top 10,000 HOXC6, HOXC8, HOXC9 and HOXC10 sites at day 3 (*n*=2 independent differentiations). Data are ordered based on normalized read density (tags per million per site) and divided into quartiles. (C) ATAC-seq heatmap displaying the accessibility in day 2 progenitors (before Hox induction) at the indicated Hox binding categories from Fig. 2E. (D) Metagene plots of accessibility in progenitors displaying the prior accessibility (before Hox induction) at the indicated binding category. Normalized read density represents tags per million per 1000 sites. (E) Overview of the experimental procedure for the results in Fig. 4F. Hox expression was induced by treating unpatterned EBs with Dox. Cells were collected at distinct time points for ATAC-seq and ChIP-seq. (F) The distribution of EB ATAC-seq read density at the top 10,000 HOXC6 and HOXC9 sites in EBs (12 h Dox induction; *n*=2 independent differentiations). Data are ordered based on normalized read density (tags per million per site) and divided into quartiles. Boxes display the central 50% (quartile 2 and quartile 3), and the top and bottom whiskers represent the top 25% and bottom 25% (the top and bottom quartiles) of the data, respectively.

To test whether Hox differential preferences for accessible regions were Hox TF intrinsic or due to a progenitor-specific chromatin and co-factor environment, we investigated the binding of HOXC6 and HOXC9 TFs in undifferentiated cells (Fig. 4E). Even in this different cell type, HOXC9 maintained a higher preference for inaccessible chromatin than HOXC6 (Fig. 4F). Thus, the intrinsic ability of Hox TFs to bind to inaccessible chromatin seems to be independent of the particular cellular environment in which they are expressed.

Altogether, comparing Hox TF binding with prior accessibility revealed that limb-innervating HOXC10 and HOXC6 rely more on chromatin accessibility established at progenitor stages to find their target sites. Moreover, these results divide the posterior paralog group by their ability to bind previously inaccessible chromatin, with HOXC9 displaying a greater ability to bind inaccessible chromatin compared to HOXC10.

### HOX TF binding increases chromatin accessibility

The difference in the abilities of Hox TFs to bind to inaccessible chromatin prompted us to investigate whether Hox TFs change the accessibility landscape after binding. Would the ability of HOXC9 to bind inaccessible sites be coupled with increasing accessibility after binding? To characterize the accessibility changes after Hox binding, we compared the accessibility status of progenitors and postmitotic neurons at Hox binding events (Fig. 5A, Fig. S1A).

**Fig. 5.**
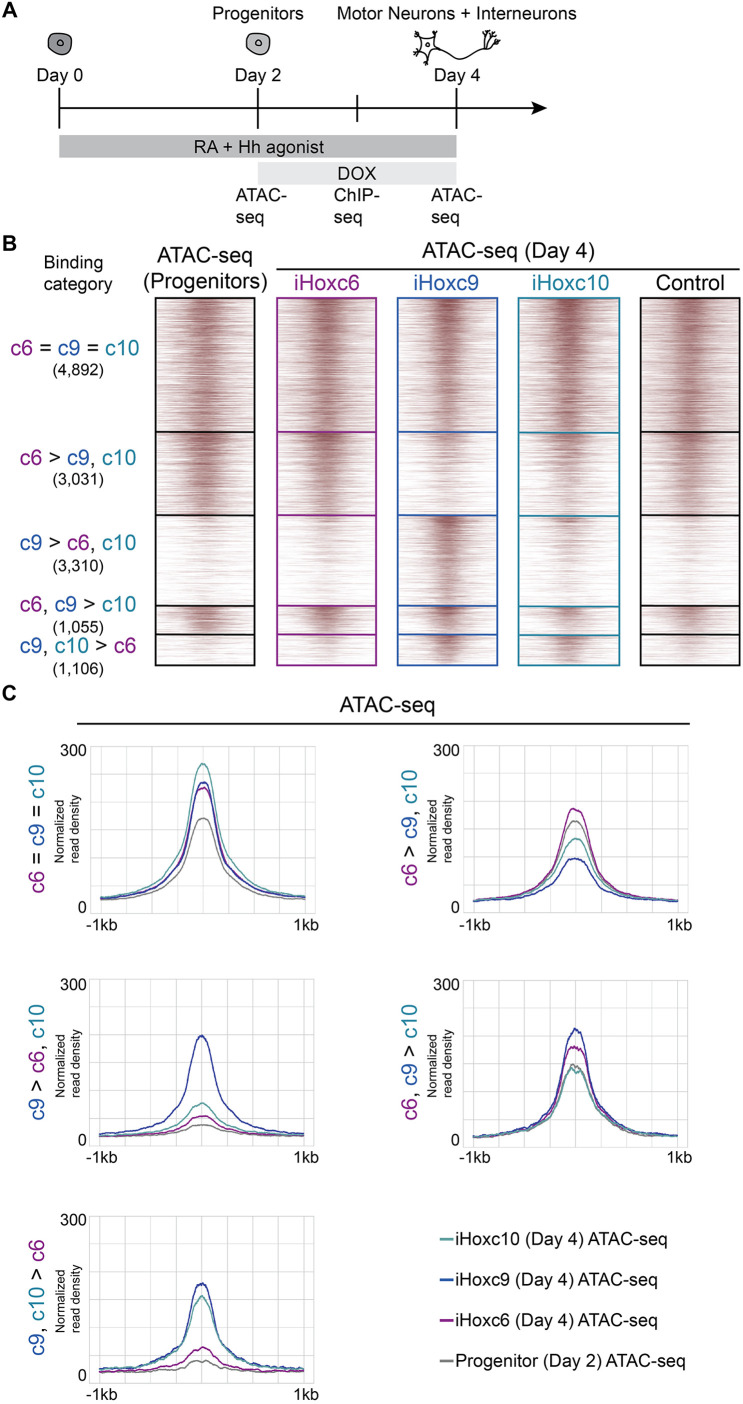
**HOX TF binding increases chromatin accessibility.** (A) Overview of the experimental procedure. ESCs differentiate into MNs and interneurons in response to RA and Hedgehog patterning signals. Hox expression was induced by treating cells with Dox. Cells were collected at distinct time points for ATAC-seq and ChIP-seq. (B) ATAC-seq heatmaps displaying the accessibility in day 2 progenitors versus iHoxc6 versus iHoxc9 versus iHoxc10 versus No Dox control neurons, at the indicated binding categories from Fig. 2E (*n*=2 independent differentiations). (C) Metagene plots showing the accessibility gain in iHoxc6 versus iHoxc9 versus iHoxc10 neurons at the indicated binding category. Normalized read density represents tags per million per 1000 sites.

We found that sites bound by HOXC9 and HOXC10 (c9,c10>c6) gained accessibility in both iHoxc9 and iHoxc10 but did not significantly change in iHoxc6 neurons (Fig. 5B,C). Strikingly, exclusive HOXC9 sites increased accessibility the most and only in response to *Hoxc9* expression (Fig. 5B,C). Consistent with Hox TFs maintaining the pre-existing chromatin status, c6=c9=c10 sites gained some accessibility after Hox binding (Fig. 5B,C). Accordingly, c6>c9,c10 sites gained some accessibility in iHoxc6 neurons, whereas they lost accessibility in iHoxc9- and iHoxc10-expressing cells.

The dynamic accessibility changes after Hox binding revealed that not all Hox TFs have the same ability to modify chromatin accessibility. Among those we analyzed, HOXC9 stands out in its ability to bind to a large set of sites in relatively inaccessible chromatin and increase the accessibility status after binding.

### Posterior group Hox TFs display a range of abilities to bind inaccessible chromatin

We next wondered whether the ability of HOXC9 to bind to a large set of previously inaccessible sites is unique among posterior Hox TFs. Thus, we compared the binding of HOX9 paralog group TFs. A comparison of induced HOXA9 and HOXD9 ChIP-seq using MultiGPS revealed that they share a majority of their binding sites (Fig. 6A). However, comparing HOXC9 and HOXA9 binding patterns showed that HOXC9 uniquely binds an additional large category of sites (Fig. 6B). Suggesting a shared sequence preference, the detected motifs at sites bound by HOXA9 and HOXC9 resembled the posterior Hox TTTAT motif (Fig. 6C). HOXC9 bound to sites with the lowest median prior accessibility among the HOX9 paralogs (Fig. 6D). Accordingly, the sites uniquely bound by HOXC9 showed lower prior accessibility than other sets of sites (Fig. 6E,F). Hence, our results suggest that there is a divergence in the ability to bind inaccessible sites, even within the HOX9 posterior paralog group.

**Fig. 6.**
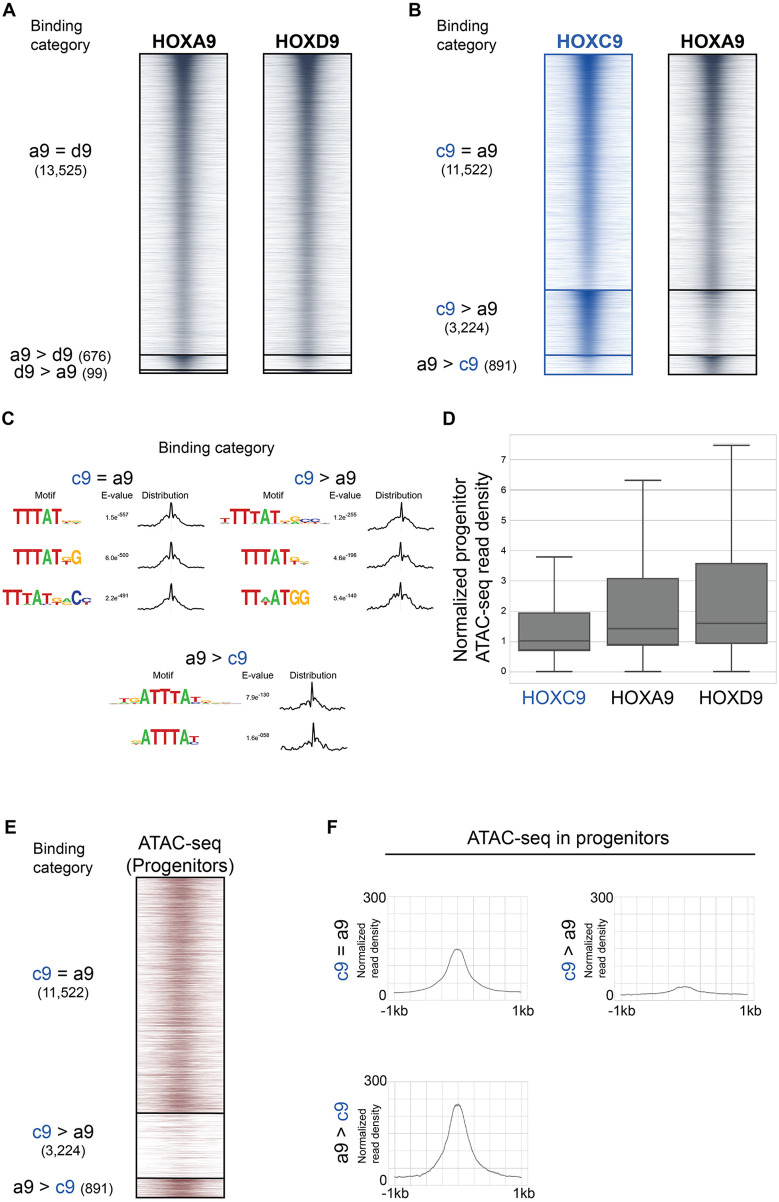
**HOXC9 binds to a larger fraction of sites in inaccessible chromatin than HOXA9 and HOXD9.** (A,B) ChIP-seq heatmap showing binding comparisons of the indicated Hox TFs in differentiating neurons at day 3 (*n*=2 independent differentiations). Sites bound by both indicated Hox TFs noted as ‘=’ sites. Preferentially bound sites by HOXA9, HOXD9 or HOXC9 noted as ‘a9 >’, ‘d9 >’ or ‘c9 >’. (C) Selected top enriched motifs discovered via MEME-ChIP at the indicated Hox binding categories. Distributions to the right of each motif show the distribution of each motif occurrence with respect to the midpoint of each peak (500 bp windows). (D) The distribution of day 2 progenitor ATAC-seq read density at the top 10,000 HOXC9, HOXA9 and HOXD9 sites at day 3. Data are ordered based on normalized read density (tags per million per site) and divided into quartiles. Boxes display the central 50% (quartile 2 and quartile 3), and the top and bottom whiskers represent the top 25% and bottom 25% (the top and bottom quartiles) of the data, respectively. (E) ATAC-seq heatmap displaying the accessibility in day 2 progenitors (before Hox induction) at the indicated Hox binding categories. (F) Metagene plots of accessibility in progenitors displaying the prior accessibility (before Hox induction) at the indicated binding categories. Normalized read density represents tags per million per 1000 sites.

The analyzed posterior Hox binding profiles revealed that they do not entirely overlap in their genomic binding, despite sharing motif preferences. Thus, we sought to expand these analyses to another relevant posterior Hox gene. *Hox13* paralogs are also posterior group genes but have the unique ability to terminate axial elongation. To assess whether HOXC13 would bind like the other posterior Hox TFs, we compared HOXC9, HOXC10 and HOXC13 genomic binding overlaps (Fig. 7A). Surprisingly, only a small fraction of all sites (1024) were shared by HOXC9, HOXC10 and HOXC13 (‘c9=c10=c13’). As in all previous comparisons, HOXC9 retained a subset of private sites 2543 (‘c9>c10,c13’). However, in this comparison, a large category (5652) of sites was bound by HOXC13 alone (‘c13>c9,c10’). A direct comparison of HOXC9 and HOXC13 binding profiles supported the finding that they primarily bind distinct sets of sites (Fig. S5A). Motif analysis at these sites revealed that HOXC13 binds distinct motifs containing the TTTAC sequence (Fig. S5B,C), in agreement with previous *in vitro* binding characterizations (Berger et al., 2008). Thus, HOXC13 has a distinct motif preference, thereby increasing the posterior Hox TF binding diversity.

**Fig. 7.**
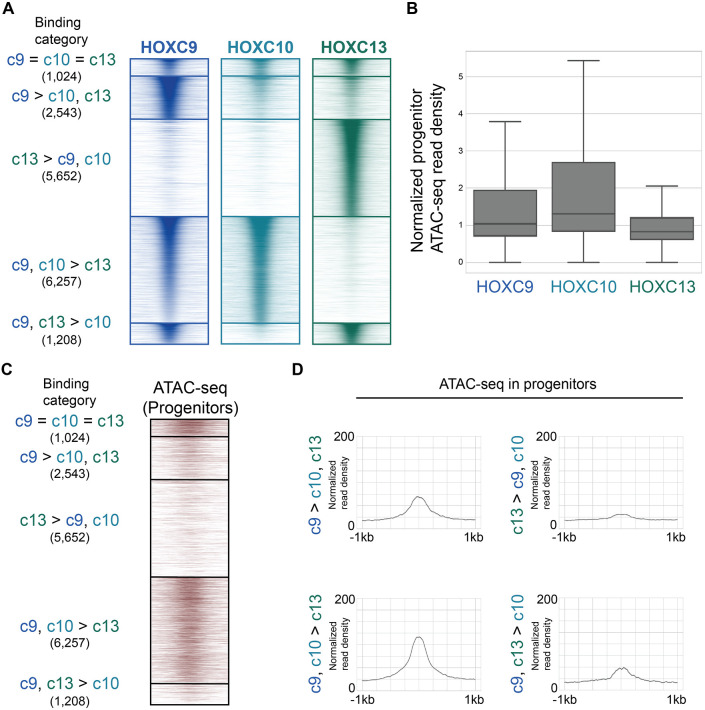
**Posterior group Hox TFs display a range of abilities to bind inaccessible chromatin.** (A) ChIP-seq heatmap showing binding comparisons of HOXC9, HOXC10 and HOXC13 in differentiating neurons at day 3 (*n*=2 independent differentiations). Sites bound by all three Hox TFs are indicated as ‘c9=c10=c13’ sites. Preferentially bound sites by HOXC9, HOXC13, HOXC9 and HOXC10 or HOXC9 and HOXC13 are indicated as ‘c9>c10, c13’, ‘c13>c9, c10’, ‘c9, c10>c13’ and ‘c9, c13>c10’, respectively. (B) The distribution of day 2 progenitor ATAC-seq read density at the top 10,000 HOXC9, HOXC10 and HOXC13 sites at day 3. Data are ordered based on normalized read density (tags per million per site) and divided into quartiles. Boxes display the central 50% (quartile 2 and quartile 3), and the top and bottom whiskers represent the top 25% and bottom 25% (the top and bottom quartiles) of the data, respectively. (C) ATAC-seq heatmap displaying the accessibility in day 2 progenitors (before Hox induction) at the indicated Hox binding categories. (D) Metagene plots of accessibility in progenitors displaying the prior accessibility (before Hox induction) at the indicated binding categories. Normalized read density represents tags per million per 1000 sites.

We then asked whether the posterior Hox group TF binding diversity also correlates with their differential ability to bind to previously inaccessible chromatin. The distribution of progenitor ATAC-seq read density at HOXC9, HOXC10 and HOXC13 sites revealed that HOXC13 binding sites had the lowest median accessibility in MN progenitors, even lower than HOXC9 (Fig. 7B). Dissecting the accessibility at the different Hox binding categories underscored the ability of HOXC13 to bind to sites with the lowest prior accessibility (Fig. 7C,D). In agreement, recent *in vivo* studies revealed that the patterning activity of HOX13 paralogs during limb and genital development relies on their ability to increase accessibility at specific sites (Desanlis et al., 2020; Amandio et al., 2020).

To visualize the overall variation in Hox TF genome-wide binding profiles, we performed PCA on Hox TF ChIP-seq read counts associated with the top 10,000 binding sites for at least one Hox TF (Fig. 8A, Fig. S5D,E). PC1, which explains 43% of the variance between the TFs, separated HOXC13 from the central Hox TFs, HOX9 paralogs and HOXC10. On the other hand, PC2 and PC3, which cumulatively explain 32% of the variance, separated the TFs into three clusters. Although distinguishable, HOXC6 and HOXC8 clustered close to each other. HOXC9 clustered by itself, whereas HOXC10, HOXA9 and HOXD9 clustered together.

**Fig. 8.**
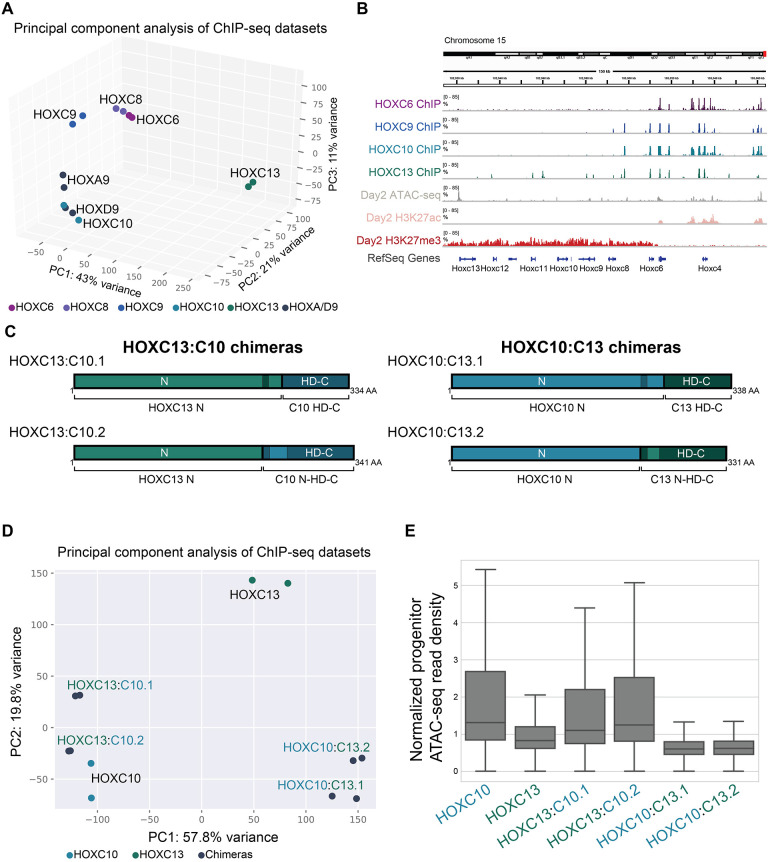
**The** **HD** **and C-terminus domain are responsible for binding to inaccessible regions.** (A) PCA of the ChIP-seq datasets reveals similarities in the binding patterns of Hox TFs (each dot represents independent differentiations). (B) Browser screenshots of the indicated Hox ChIP-seqs, day 2 ATAC-seq, H3K27ac and H3K27me3 ChIP-seqs at the *HoxC* gene cluster. All tracks are rescaled to the 85th percentile. (C) Schematic describing HOXC13:C10 and HOXC10:C13 chimeric Hox proteins. (D) PCA of the ChIP-seq datasets reveals similarities in the binding patterns of Hox TFs (each dot represents independent differentiations). (E) The distribution of day 2 progenitor ATAC-seq read density at the top 10,000 binding sites of the indicated Hox TF at day 3. Data are ordered based on normalized read density (tags per million per site) and divided into quartiles. Boxes display the central 50% (quartile 2 and quartile 3), and the top and bottom whiskers represent the top 25% and bottom 25% (the top and bottom quartiles) of the data, respectively.

The binding pattern of HOXC TFs to the *HoxC* gene cluster demonstrated their differential abilities to engage inaccessible chromatin (Fig. 8B). HOXC6 only binds *Hoxc4-5* genes, which are transcriptionally active, whereas HOXC10, HOXC9 and HOXC13 bind progressively deeper into the cluster at repressed *HoxC* genes, which are covered in the catalytic product of PRC2 (Mazzoni et al., 2013; Narendra et al., 2015). We note that our visualization of Hox gain-of-function binding activities at the *HoxC* cluster serves only as a convenient example of the relative abilities of Hox TFs to bind inaccessible chromatin. In the embryo, progressive removal of polycomb repressive complexes from the Hox clusters, and activation of posterior Hox genes, might be more dependent on other signaling-responsive TFs (Mazzoni et al., 2013).

Thus, differences in genome-wide binding profiles of the Hox TFs reflect sequence preferences, as well as the differential abilities of the Hox TFs to bind previously inaccessible chromatin. Posterior Hox TFs can bind different genomic sites by either having similar sequence preferences and differing abilities to bind inaccessible chromatin (HOXC9 versus HOXC10), or differing in both aspects (HOXC9 versus HOXC13).

We wondered if variation in the HD is largely responsible for the differential abilities of Hox TFs to engage inaccessible chromatin. Thus, we generated chimeric Hox proteins by following the previously published logic of swapping the N-terminus (N) and DNA-binding domain+C-terminus (HD+C) (Lacombe et al., 2013). We chose HOXC10 and HOXC13 because of their low and high ability to bind inaccessible chromatin, respectively (Fig. 8C). PCA of HOXC10, HOXC13 and chimeric Hox proteins revealed that chimeras bind more similarly to the Hox protein that shares their DNA-binding domain (Fig. 8D). However, chimeric Hox proteins do not have identical genomic binding patterns to either HOXC10 or HOXC13, demonstrating that the N and HD-C together control overall genomic binding. Next, we investigated whether chimeras bind to inaccessible chromatin. This analysis revealed that chimeric Hox proteins with the HD-C of HOXC13 have a very high preference for inaccessible chromatin (Fig. 8E). Thus, the DNA-binding domain and C-terminus are sufficient for binding inaccessible chromatin.

Finally, to gain an overview of the relative dependence on the pre-existing chromatin environment of each Hox TF, we applied Bichrom to analyze the data (Srivastava et al., 2020 preprint). Bichrom is a neural network-based method that integrates DNA sequence and previous chromatin information to explain the observed genomic binding patterns of an induced TF. We train Bichrom to predict the binding patterns of each Hox TF using DNA sequence features and chromatin tracks from day 2 progenitors (ATAC-seq and ChIP-seq for H3K4me3, H3K27ac, H3K27me3, H3K9me3 and Pol II). We then compared the predictive performance of Bichrom with that of a neural network that uses only sequence information. If all Hox TFs had similar reliance on chromatin states for binding, we would predict similar recall improvements across TFs when incorporating chromatin data in addition to the sequence. However, our data shows a variation that correlates with their preference for inaccessible chromatin (Fig. 4B, Fig. 6D, Fig. 7B). We found that HOXC9 and HOXC13 networks display minor improvements in the predictive performance when trained with or without neuronal progenitor chromatin data (Fig. S6A). HOXC8 and HOXC10 predictions benefit from included previous chromatin data, and HOXC6 and the other HOX9 paralogs (HOXA9 and HOXD9) display substantial gains in predictive performance when training includes chromatin tracks. These results support the hypothesis that even Hox TFs from the same group rely on previous chromatin states to different degrees for their genomic binding.

### The genomic binding of HOXC6, HOXC9 and HOXC10 correlates with differential gene expression

Finally, we investigated whether differentially expressed genes in the iHox neurons correlate with specific Hox binding categories. For this comparison, we focused on the three main spinal cord domains and their ‘canonical’ inducing TFs: HOXC6 for brachial, HOXC9 for thoracic and HOXC10 for lumbar. Specifically, we used the logistic regression-based ChIP-Enrich method to identify significant associations (adjusted *P*-value<0.01) between RNA-seq derived gene sets and Hox TF binding categories. 

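Against day 2 progenitors, 3100 genes were differentially expressed in iHoxc6, 3264 in iHoxc9 and 3920 in iHoxc10 neurons. Of these, 1156 were higher and 1043 lower in all 3 lines. Without the genes that differed between any 2 of the lines, 1074 genes formed the shared-upregulated and 999 the shared-downregulated set. With the replicate number as a block, the sets held 1065 and 946 genes. The correlation of same-numbered libraries with day 2 progenitors was -0.07 for iHoxc6, 0.14 for iHoxc9 and 0.21 for iHoxc10. Day 2 progenitors had a sequencing run to themselves, and came from another line than the neurons, so the run, the line and the day cannot be told apart. The association of these genes with binding sites was not analysed here.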

Genes that are equally upregulated in iHoxc6, iHoxc9 and iHoxc10 neurons associated strongly with c6=c9=c10 sites, with some association with c6>c9,c10 and c9,c10>c6 sites as well (Fig. 9A). Genes differentially expressed in iHoxc6, compared with iHoxc9 or iHoxc10 neurons, showed a correlation with c6>c9,c10 sites (Fig. 9A). Similarly, genes differentially expressed in iHoxc9 neurons correlated with c9>c6,c10 sites (Fig. 9A). Thus, Hox TF binding correlates with transcriptional activity. Moreover, the enriched gene ontology (GO) terms at Hox binding sites were relevant to the phenotypes induced by the Hox TFs *in vivo* (Fig. 9B-F), even with all the limitations of GO term analysis for tissue segments. 

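The comparison of iHoxc6 with iHoxc9 gave 521 differentially expressed genes, 218 higher and 303 lower in iHoxc6, and that of iHoxc6 with iHoxc10 gave 266, of which 118 were higher and 148 lower. With the replicate number as a block they gave 497 and 249 genes, and the correlation of same-numbered libraries was 0.15 and 0.12. Higher in iHoxc6 than in both other lines were 52 genes (51 with the block), among them Hoxc6. Another 69 genes (65 with the block) were higher in both iHoxc9 and iHoxc10 than in iHoxc6. iHoxc6 was sequenced in another run than iHoxc9 and iHoxc10.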

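Higher in iHoxc9 than in both iHoxc6 and iHoxc10 were 101 genes (94 with the replicate number as a block), among them Hoxc9. Another 68 genes (65 with the block) were higher in both iHoxc6 and iHoxc10 than in iHoxc9, among them Hoxc5 and Aldh1a2. Between iHoxc9 and iHoxc10, which shared a run, 149 genes were higher and 125 lower in iHoxc9.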

For example, neuron differentiation and central nervous system development appeared as the top GO terms at several binding categories. Also, several GO terms on axon development and guidance appeared at sites preferentially bound by HOXC9 (Fig. 9D), which are crucial MN features well documented to be downstream of Hox patterning.

**Fig. 9.**
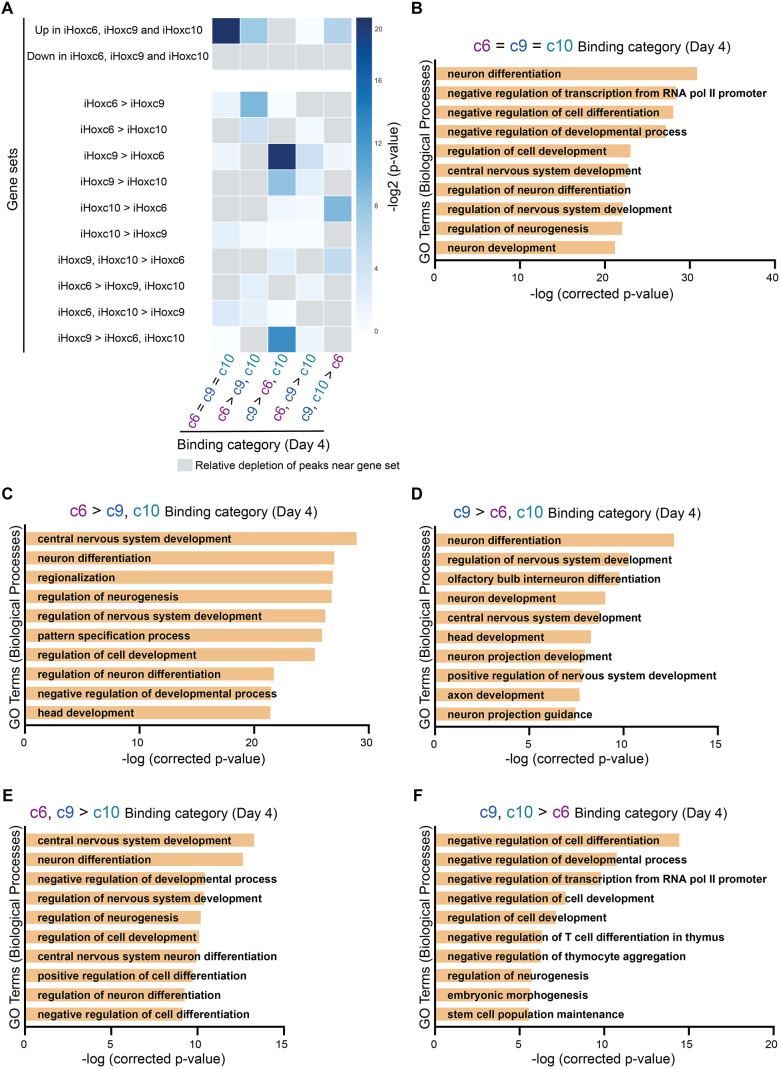
**Differentially expressed gene sets correlate with differential Hox binding events.** (A) Heatmap representing associations between Hox binding categories (day 4; from Fig. S3E) and the indicated gene sets (day 4). Upregulation/downregulation in iHoxc6, iHoxc9 and iHoxc10 (day 4) is relative to day 2 progenitors (before Hox induction). (B-F) Top GO-terms enriched at the indicated Hox binding categories (day 4; from Fig. S3E).

## DISCUSSION

Hox TFs have crucial roles in body patterning during animal development. However, surprisingly little is known about how vertebrate Hox TFs bind to the genome in a cellular-relevant environment. This is exacerbated for posterior group Hox genes that pattern distinct vertebrate structures, albeit sharing a common *Drosophila* ortholog gene. To gain insights into Hox activity, we performed a multilevel comparison of global binding patterns, chromatin accessibility preferences and transcriptional target genes of seven Hox proteins expressed under the same developmentally relevant conditions. Although the data show intrinsic sequence preferences that differ between Hox TFs, we found that a major determinant of genomic binding diversity among posterior Hox TFs were differential abilities to bind inaccessible chromatin. Therefore, posterior Hox TF patterning may diverge by mostly tuning chromatin accessibility binding rather than sequence preference. Although we have not shown that they bind target sequences on nucleosomes, this behavior is consistent with some posterior Hox TFs being pioneer factors (Zaret and Carroll, 2011).

The central group HOXC6 and HOXC8 TFs induce limb-innervating fate at brachial spinal cord levels. They appear to do so by binding to relatively similar sites in the genome compared with other analyzed Hox binding profiles. HOXC10 induces a similar limb-innervating fate at lumbar levels but it has a binding profile more similar to the thoracic HOXC9 (repressor of limb-level fates). Overall, these results suggest that similar cell fates are not always the product of identical Hox TF binding patterns. HOXC10 sequence preference is in line with the posterior group. However, the ability of HOXC10 to bind to inaccessible chromatin is more similar to central limb-innervating HOXC6 and HOXC8. Thus, HOXC10 diverges from HOXC9 by having a lower preference for inaccessible chromatin. The high preference of HOXC9 for inaccessible chromatin is not shared by other HOX9 paralogs. Thus, the results from this study may point to how members of the same paralog group diverge their patterning abilities. HOXC9 is a strong repressor of anterior Hox genes and limb-innervating fates (Jung et al., 2010,^2014^). *Hox13* paralogs pattern caudal and distal structures by inhibiting cell growth or inducing apoptosis (Economides et al., 2003; Godwin and Capecchi, 1998; Denans et al., 2015; Young et al., 2009). Our data point to an interesting correlation between binding inaccessible chromatin and these developmentally relevant functions.

The current study does not recapitulate all aspects of caudal spinal cord differentiation. During embryonic development, caudal spinal cord neurons are derived from neuromesodermal progenitors exposed to WNT/FGF patterning signals that among other events control Hox gene expression and chromatin (Lippmann et al., 2015; Gouti et al., 2014; Metzis et al., 2018; Mazzoni et al., 2013; Henrique et al., 2015). Thus, neuromesodermal progenitors expressing caudal Hox genes would have a different accessibility landscape. The current experimental set-up is designed to study differential Hox binding in a shared chromatin context. Future studies will be needed to capture Hox binding during development. Additionally, the *in vitro* differentiation strategy and forced expression of a single Hox gene does not recapitulate limb-innervating LMC neuron patterning into specific pools, nor does it induce thoracic PGC fate after *Hoxc9* overexpression (Dasen et al., 2005; Jung et al., 2010). Thus, Hox TFs might depend on neuromesodermal progenitor stages for these processes or they might require a more complex developmental context and patterning signals (Haase et al., 2002; Dasen et al., 2005; Arber et al., 2000). Additionally, *Hoxc10* overexpression induces some *Hoxa/c6* expression in this system. It will be interesting to test whether an *in vivo Hoxc10* overexpression induces additional limb-innervating Hox genes.

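In iHoxc10 neurons, Hoxc6 (chromosome 15, 102998226 to 103011882, GRCm38) was 47.3 ± 3.60 CPM (SD, n = 3), a log2 fold change against control of 3.88 (standard error 0.26, adjusted p = 8.43e-10 by edgeR). Hoxa6 (chromosome 6, 52204858 to 52208672) was 9.05 ± 2.54 CPM (SD, n = 3), a log2 fold change of 2.95 (standard error 0.39, adjusted p = 1.35e-05 by edgeR). Over the alternatives, the log2 fold change ranged from 3.61 to 4.43 for Hoxc6 and from 2.7 to 3.61 for Hoxa6. In iHoxc9 neurons, sequenced in the same run, Hoxc6 was at 2.14 ± 0.18 CPM (SD, n = 3) and lower than in iHoxc10 by a log2 fold change of -4.46 (standard error 0.27, adjusted p = 1.44e-10 by edgeR). Hoxd8 rose in iHoxc10 from 0.362 ± 0.081 CPM to 3.53 ± 0.59 CPM (SD, n = 3), a log2 fold change of 3.28 (standard error 0.36, adjusted p = 1.02e-06 by edgeR), and was singled out after its values were seen. It also rose in iHoxc9, by 1.79 on the log2 scale (standard error 0.37, adjusted p = 0.00123 by edgeR). Hoxa7 did not pass an adjusted p of 0.01 in iHoxc10 (log2 fold change 0.80, standard error 0.32, adjusted p = 0.0749 by edgeR). Hoxa6 lies within the span of Hoxa3, so its reads are uncertain.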

In agreement with *in vitro* binding preference studies, central and posterior Hox proteins bind to different motifs in neurons (Noyes et al., 2008; Mann et al., 2009; Berger et al., 2008). Central Hox TFs bind to sites with the central TAAT core motif, whereas posterior Hox TFs bind to TTAT core motifs. MEME-ChIP also discovered bipartite co-factor and Hox motifs with high enrichment in some sets of sites (Fig. 3A). An interaction with TALE co-factors MEIS and PBX can change the affinity and selectivity of Hox DNA binding (Slattery et al., 2011; reviewed by Mann and Chan, 1996; Merabet and Mann, 2016; Mann and Affolter, 1998). Besides, partnering with TALE co-factors modifies Hox binding specificity through the recognition of DNA shape (Abe et al., 2015; Joshi et al., 2007; Zeiske et al., 2018). Differential binding of the canonical MEIS Hox co-factor does not seem to explain differential Hox TF binding patterns (Fig. S7A). MEIS binding appears to follow or reflect Hox binding, as opposed to being exclusively associated with particular subsets of differentially bound sites.

Furthermore, PBX1-4 and MEIS1-3 expression levels are largely similar across the different Hox TF inductions and are thus unlikely to explain binding differences (Fig. 1D, Fig. S2A,B). 

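Between control and the 4 induced lines, Pbx2 ranged from 153.4 to 173.6 CPM, Pbx4 from 5.503 to 7.60 CPM, Meis1 from 134.9 to 209.4 CPM and Meis3 from 182.8 to 230.2 CPM (means, n = 3 each), and none of these genes passed an adjusted p of 0.01 against control in any line by edgeR. With DESeq2's Wald test, and without the third control library, Meis1 passed it in iHoxc9. Between lines, Meis1 was lower in iHoxc9 than in iHoxc10, within a run, by a log2 fold change of -0.63 (standard error 0.12, adjusted p = 0.00103 by edgeR), and it was also lower in iHoxc6 than in iHoxc10 (adjusted p = 0.000773 by edgeR). Pbx3 was 142.4 ± 24.1 CPM (SD, n = 3) in control and 299.2 ± 42.5 CPM in iHoxc10 neurons, a log2 fold change of 1.07 (standard error 0.14, adjusted p = 1.07e-05 by edgeR). In iHoxc9 it fell by 0.51 on the log2 scale (standard error 0.14, adjusted p = 0.00892 by edgeR, with a range from 0.00032 to 0.0727 over the alternatives). Meis2 had a log2 fold change of 0.81 in iHoxc10 (standard error 0.14, adjusted p = 0.000317 by edgeR). In iHoxc6 and iHoxc8 neurons, neither Pbx3 nor Meis2 passed an adjusted p of 0.01 against control by edgeR. Between lines, Meis2 was lower in iHoxc6 than in iHoxc9 by a log2 fold change of -0.84 (adjusted p = 0.000232 by edgeR) and than in iHoxc10 by -1.23 (adjusted p = 5.44e-06 by edgeR). Between iHoxc9 and iHoxc10, within a run, Meis2 did not pass an adjusted p of 0.01 (log2 fold change -0.39, adjusted p = 0.114 by edgeR). Pbx3 was lower in iHoxc6 than in iHoxc10 by -1.33 (adjusted p = 1.13e-06 by edgeR), and in iHoxc9 than in iHoxc10, within a run, by -1.58 (adjusted p = 6.95e-08 by edgeR).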

We attempted similar experiments with PBX factors in two of the inducible Hox lines, but the PBX antibody produces a weak ChIP-seq signal (Fig. S7B). We also failed to detect a CTCF motif at Hox binding sites, which is reported to co-bind with some HOXA/D proteins (Jerković et al., 2017). Our data thus failed to identify a co-factor that explains differential Hox binding during MN differentiation. A systematic evaluation and perturbation of all possible Hox co-factors during cell differentiation will shed some light on this issue.

Our data suggest Hox binding, and thus patterning, models should integrate sequence and chromatin state to explain each Hox activity. Most Hox TFs would bind to cell-specific accessible sites with canonical motifs. Hence, HOXC6, HOXC9 and HOXC10 shared sites tend to be in regions with high prior accessibility during MN differentiation, and these sites appear to contain both types of Hox binding motifs. However, some Hox TFs can associate with sites in less accessible genomic regions. Thus, they become more independent of earlier chromatin patterning events. This ability lies in the HD and C-terminus, which suggests that the HD controls not only sequence preference but also the ability to engage with inaccessible sites. In sum, the data presented here suggest Hox TF patterning abilities can only be explained by integrating not just the sequence preference and co-factor interactions of each Hox TF, but also the pre-existing cell-specific chromatin landscape and the ability of the Hox TF to interact with inaccessible chromatin.

## MATERIALS AND METHODS

### Cell line generation

The inducible Hoxc6, Hoxc8 and Hoxc9 cell lines were generated as described previously (Mazzoni et al., 2011; published in Jung et al., 2010; Narendra et al., 2016; Tan et al., 2016). The inducible cassette exchange (ICE) system was used to generate all cell lines (Iacovino et al., 2011). The resulting inducible cell lines harbored a single copy of the transgene inserted at the expression-competent HPRT locus. Inducible GFP, Hoxa9, Hoxd9, Hoxc10 and Hoxc13 cell lines were generated for this study. Hoxa9, Hoxd9 and Hoxc13 cDNA was amplified using Phusion polymerase (Thermo Scientific) from pCAGGS mHoxA9 (JD-114), pCAGGS mHoxD9 (JD-237) and hHoxc13 cDNA (Dharmacon, accession BC090850), respectively, and Flag and HA tags were introduced during the amplification step at the amino- (N) or carboxyl (C)-terminus, respectively. p2lox plasmids were generated by In-Fusion cloning (Takara) the respective cDNAs into the p2lox plasmid backbone. The recipient mESCs were treated with 1 μg/ml Dox (Sigma-Aldrich, D9891) for 16 h to induce Cre recombinase expression before electroporation of the respective plasmids. After selection with G418 (400 μg/ml, Cellgro), cell lines were characterized by performing antibody staining for Flag (mouse anti-FLAG; Sigma-Aldrich, F1804) and HA (rabbit anti-HA; Abcam, ab9110), and expanded.

### Chimeric Hox plasmid generation

Chimeric Hox plasmids were generated by swapping regions that code for HD-C domains of Hoxc13 and Hoxc10. Additional chimeras were generated by taking into account a conserved region in the N-terminus, located upstream of the HD. HOXC13:HOXC10 chimeras have the following protein sequences: HOXC13:HOXC10.1 has amino acids 1-259 of HOXC13 and amino acids 268-342 of HOXC10 (total protein length is 334 amino acids); and HOXC13:HOXC10.2 has amino acids 1-230 of HOXC13 and amino acids 232-342 of HOXC10 (total protein length is 341 amino acids). HOXC10:HOXC13 chimeras have the following protein sequences: HOXC10:HOXC13.1 has amino acids 1-267 of HOXC10 and amino acids 260-330 of HOXC13 (total protein length is 338 amino acids); and HOXC10:HOXC13.2 has amino acids 1-231 of HOXC10 and amino acids 231-330 of HOXC13 (total protein length is 331 amino acids). cDNAs were amplified using Phusion polymerase and Flag tags were introduced during the amplification step at the N. p2lox plasmids were generated by In-Fusion cloning (Takara) the respective cDNAs into the p2lox plasmid backbone. The ICE system was used to generate cell lines (Iacovino et al., 2011).

### Cell culture

mESC lines were cultured in 2-inhibitors-based medium [advanced Dulbecco's modified eagle medium (DMEM)/F12:Neurobasal (1:1) medium (Gibco), supplemented with 2.5% ESC-grade fetal bovine serum (v/v, Corning), N2 (Gibco), B27 (Gibco), 2 mM L-glutamine (Gibco), 0.1 mM β-mercaptoethanol (Gibco), 1000 U/ml leukemia inhibitory factor (Millipore), 3 μM CHIR (BioVision) and 1 μM PD0325901 (Sigma-Aldrich)] on 0.1% gelatin-coated (Millipore) plates at 37°C and 8% CO_2_. *In vitro* differentiation of mESCs to MNs has been described previously (Tan et al., 2016; Wichterle et al., 2002; Wichterle and Peljto, 2008). Briefly, embryoid bodies (EBs) were obtained by plating trypsinized (Gibco) mESCs in AK medium [advanced DMEM/F12:Neurobasal (1:1) medium (Gibco), 7% KnockOut SR (v/v) (Gibco), 2 mM L-glutamine, 0.1 mM β-mercaptoethanol and penicillin–streptomycin (Gibco)] at 37°C, and 5% CO_2_ (day −2). On day 0, EBs were split 1:2 and AK medium was replenished and supplemented with 1 μM all-trans RA and 0.5 μM smoothened agonist (SAG) (Millipore, 566660). TF induction was performed by adding 3 μg/ml of Dox (Sigma-Aldrich, D9891) on day 2. For RNA-seq and ATAC-seq experiments, 3.5×10^5^ mESCs were plated in 100 mm suspension dishes (Corning). For ChIP-seq experiments, 3-3.5×10^6^ mESCs were plated in 245 mm×245 mm square dishes (Corning).

### ChIP-seq

Cells were collected 24 h and 48 h after Dox treatment (day 3 and 4 of RA/SAG differentiation). Crosslinking was performed at room temperature in 1 mM DSG (ProteoChem) for 15 min, followed by the addition of 1% FA (v/v) for an additional 15 min. After quenching with glycine, cells were washed with 1×PBS, divided into ∼25-30×10^6^ aliquots, pelleted by centrifugation at 275 ***g*** and frozen at −80°C. After thawing cells on ice, lysis was performed in 5 ml of 50 mM HEPES-KOH (pH 7.5), 140 mM NaCl, 1 mM EDTA (pH 8.0), 10% glycerol (v/v), 0.5% Igepal (v/v), 0.25% Triton X-100 (v/v) with 1× protease inhibitors (Roche, 11697498001) for 10 min at 4°C. Cells were centrifuged at 1200 ***g*** for 5 min, resuspended in 5 ml of 10 mM Tris-HCl (pH 8.0), 200 mM NaCl, 1 mM EDTA (pH 8.0), 0.5 mM EGTA (pH 8.0) with 1× protease inhibitors, and incubated for 10 min at 4°C on a rotating platform. Cells were centrifuged at 1200 ***g*** for 5 min and resuspended in 2 ml of sonication buffer [50 mM HEPES (pH 7.5), 140 mM NaCl, 1 mM EDTA (pH 8.0), 1 mM EGTA (pH 8.0), 1% Triton X-100 (v/v), 0.1% sodium deoxycholate (w/v), 0.1% SDS (v/v) with 1× protease inhibitors]. Sonication was performed by splitting each sample in two Bioruptor tubes with sonication beads and using the Bioruptor Pico (Diagenode) for 18 cycles of 30 s on and 30 s off to sheer crosslinked DNA into an average size of ∼200 bp. Immunoprecipitation was performed for 16 h at 4°C on a rotating platform by incubating in 0.5% bovine serum albumin solution with Dynabeads protein G (Thermo Fisher Scientific) conjugated with 5 µg of one of the following antibodies (all at a dilution of 2.5 µg/ml): mouse monoclonal to Flag (Sigma-Aldrich, F1804); rabbit polyclonal to HA (Abcam, ab9110); rabbit polyclonal to V5 (Abcam, ab15828); mouse monoclonal to Pbx1/2/3/4 (Santa Cruz Biotechnology, sc-28313); or goat polyclonal to Meis1/2 (Santa Cruz Biotechnology, sc-10599). Following the immunoprecipitation, washes were performed with the following buffers (ice cold): sonication buffer; sonication buffer with 500 mM NaCl; LiCl wash buffer [20 mM Tris-HCl (pH 8.0), 1 mM EDTA (pH 8.0), 250 mM LiCl, 0.5% Igepal (v/v) and 0.5% sodium deoxycholate (w/v)]; and TE buffer [10 mM Tris-HCl (pH 8.0) and 1 mM EDTA (pH 8.0)]. Elution was performed by incubation in elution buffer [50 mM Tris-HCl (pH 8.0), 10 mM EDTA (pH 8.0) and 1% SDS (v/v)] for 45 min at 65°C. Reversal of crosslinks was performed by incubation for 16 h at 65°C. RNA digestion was performed by the addition of 200 μl of TE and RNase A (Sigma-Aldrich) at a final concentration of 0.2 mg/ml, and incubation for 2 h at 37°C. Proteinase K (Invitrogen) was added at a final concentration of 0.2 mg/ml, supplemented with CaCl_2_, to digest protein at 55°C for 30 min. DNA was purified with phenol:chloroform:isoamyl alcohol (25:24:1; v/v) (Invitrogen) and by performing ethanol precipitation. DNA pellets were resuspended in water. lllumina DNA sequencing libraries were prepared with one third of the ChIP sample or a 1:100 dilution of the input sample in water. Library preparation was performed by end repair, A-tailing and ligating Illumina-compatible Bioo Scientific multiplexed adapters. Unligated adapters were removed using Agencourt AmpureXP beads (Beckman Coulter). Amplification was performed by PCR with Phusion polymerase (New England Biolabs) and TruSeq primers (Sigma-Aldrich). Libraries were gel purified (Qiagen) between 250 and 550 bp in size. Final quantification of the library was performed using a KAPA Library Amplification kit on a Roche LightCycler 480 before pooling. The libraries were sequenced on an Illumina NextSeq 500 using V2 and V2.5 chemistry (75 cycles, single-end 75 bp) or on an Illumina NovaSeq 6000 using the SP Reagent Kit (100 cycles, single-end 100 bp) at the Genomics Core Facility at New York University. The H3K27me3 and H3K27ac ChIP-seq datasets in Fig. 8B were published previously in Mazzoni et al. (2013) and Rhee et al. (2016), respectively.

### RNA-seq

Cells were collected before TF induction (day 2 of RA/SAG differentiation) and 48 h after Dox treatment (day 4 of RA/SAG differentiation). RNA was extracted by using TRIzol LS Reagent (Life Technologies) and purified using the RNAeasy Mini Kit (Qiagen). Agilent High Sensitivity RNA Screentape (Agilent, 5067-5579) was used to check RNA integrity. A 500 ng quantity of RNA was used to prepare RNA-seq libraries and spiked-in with ERCC ExFold Spike-In mixes (Thermo Fisher Scientific, 4456739). RNA-seq libraries were prepared using a TruSeq Stranded mRNA Library Prep kit (Illumina, 20020594). Library size was verified using High Sensitivity DNA ScreenTape (Agilent, 5067-5584). The KAPA Library Amplification kit was used on a Roche LightCycler 480 for library quantification before pooling. The libraries were sequenced on an Illumina NextSeq 500 using V2.5 chemistry (75 cycles, single-end 75 bp) at the Genomics Core Facility at New York University.

### ATAC-seq

Cells were collected before TF induction (day 2 of RA/SAG differentiation) and 48 h after Dox treatment (day 4 of RA/SAG differentiation). Cells (50,000) were aliquoted and washed twice in ice-cold 1× PBS. Cell pellets were resuspended in 10 mM Tris (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_ and freshly added 0.1% NP-40 (v/v), and centrifuged at 500 ***g*** for 10 min at 4°C. Pellets were resuspended in 25 µl of 2× tagmentation DNA buffer, 2.5 µl TDE1 (Nextera DNA Sample Preparation Kit, FC-121–1030) and 22.5 µl of water, and incubated at 37°C for 30 min. The sample was purified using the MinElute PCR Purification Kit (Qiagen, 28004). A qPCR reaction with 1× SYBR Green (Invitrogen), custom-designed primers and 2× NEB Master Mix (New England Labs, M0541) was performed to determine the optimal number of PCR cycles (one third of the maximum measured fluorescence) (Buenrostro et al., 2013). PCR enrichment of the library was performed with custom-designed primers and 2× NEB Master Mix. The libraries were purified using the MinElute PCR Purification Kit. High Sensitivity DNA ScreenTape (Agilent, 5067-5584) was used to verify the fragment length distribution of the library. Library quantification was performed using the KAPA Library Amplification kit on a Roche LightCycler 480. The libraries were sequenced on an Illumina NextSeq 500 using V2 and V2.5 chemistry (150 cycles, paired-end 75 bp) at the Genomics Core Facility at New York University.

### ChIP-seq data processing

ChIP-seq reads were aligned to the mm10 genome using Bowtie (v1.0.1) (Langmead et al., 2009), using options ‘-q --best --strata -m 1 --chunkmbs 1024’. Genome-wide TF binding events were called in each condition using MultiGPS (v0.74) (Mahony et al., 2014). EdgeR (v3.22.5) was used within the MultiGPS framework to test whether genomic sites were differentially bound by TFs (Robinson et al., 2010). Specifically, edgeR uses a negative binomial generalized linear model (GLM) to test whether ChIP-seq reads in one condition are significantly greater than in an alternative condition. A genomic site was defined as shared by TFs if significant binding events were called in both TF ChIP-seq experiments (q-value<0.001) and the TFs did not display differential read enrichment at that site as estimated by edgeR (q-value>0.01). A binding event was defined as ‘TF1>TF2’ if a MultiGPS peak was called in TF1 ChIP-seq (q-value<0.001), TF1 exhibited a greater log fold-change with respect to the input ChIP-seq than TF2, and TF1 and TF2 were significantly differentially bound as defined by edgeR (q-value<0.01). A similar strategy was applied to perform multi-way ChIP-seq comparisons. For example, when comparing HOXC6, HOXC9 and HOXC10 ChIP-seq experiments, ‘shared’ binding sites were defined when significant binding events were detected in all three ChIP-seq datasets and no two TFs were differentially bound with respect to each other. Sites were defined as ‘TF1> TF2, TF3’ if a significant binding event was called for TF1 and a significantly greater number of reads were detected by edgeR in TF1 ChIP-seq compared to both TF2 and TF3. Finally, ‘TF1, TF2>TF3’ events were defined when significant binding events were called in both TF1 and TF2, no differential binding was detected between TF1 and TF2, and both TF1 and TF2 had a significantly greater number of reads than TF3. Only binding categories containing at least 500 binding events were retained. For example, consistent with HOXC10 binding to a subset of HOXC9 sites, fewer than 200 sites were categorized as preferentially bound by HOXC10 alone when comparing HOXC6, HOXC9 and HOXC10 binding. The union of the top 10,000 binding sites for each TF (38,874 unique genomic locations in Fig. 8A) was used to perform PCA.

### RNA-seq data processing

Fastq files obtained from RNA-seq were aligned to the genome using the splice-aware STAR (Spliced Transcripts Alignment to a Reference) aligner (v2.7.0c) (Dobin and Gingeras, 2016). Mapped reads were assigned to NCBI RefSeq annotated mm10 genes using the featureCount function in Rsubread (v1.30.9) (Liao et al., 2019). RefSeq genes with matching Entrez IDs were merged into a single gene by Rsubread. Following read summarization, read counts were normalized using the ‘rlog’ or regularized log transformation in DESeq2 (v1.20.0) (Love et al., 2014). Transformed read counts were used as input features into the dimensionality reduction techniques PCA and MDS. The log_2_ fold change (LFC) in gene expression levels between iHox neurons versus day 2 progenitors or control neurons (no Dox treatment) was estimated using DESeq2. A q-value<0.01 and LFC>2 was used to define differentially expressed genes between day 2 progenitors, control neurons, iHoxc6, iHoxc8, iHoxc9 and iHoxc10 neurons. We filtered out genes that were not expressed in any iHox neuron, retaining 19,019 genes.

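Of the 27179 genes, 20944 had at least 1 count in any of the 12 iHox libraries and were kept. With at least 2 counts in any iHox library, 18911 genes were kept, and 15638 had at least 10 counts in at least 3 of the 18 libraries.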

### ATAC-seq data processing

Paired-end ATAC-seq reads were mapped to the mouse mm10 genome using Bowtie2 (v2.2.2) (Langmead et al., 2009). Genome-wide ATAC-seq-derived accessible domains were defined using DomainFinder in the SeqCode project (www.github.com/seqcode/seqcode-core/blob/master/src/org/seqcode/projects/seed/DomainFinder.java).

### ChIP-seq and ATAC-seq data visualization

Heatmaps were used to plot the ChIP-seq and ATAC-seq reads at multiple categories of genomic sites in iHox neurons. Heatmaps were made using the MetaMaker program in SeqCode (www.github.com/seqcode/seqcode-core/blob/master/src/org/seqcode/viz/metaprofile/MetaMaker.java). Raw reads from the ChIP-seq data were extended to 100 bp and read counts were binned into 100 bp bins. Binned reads were plotted over 1000 bp windows centered on MultiGPS binding events. Color thresholds used to produce heatmaps were determined from binding data using the MetaPlotLineMaxEstimator program in SeqCode. Specifically, all 100 bp bins were ordered by the number of reads overlapping each bin. The maximum value for the heatmap color scale was set to the number of read counts at the 85th percentile bin. The minimum value for all heatmaps was set to five reads. Finally, all binding events represented were ordered based on peak strength (as defined by MultiGPS *P*-values).

### ATAC-seq composite plots

For each ATAC-seq experiment, reads mapping to mitochondrial DNA or unannotated regions were filtered out. All experiments were performed in replicates; composite read distributions were initially calculated independently for each replicate. Filtered bedfiles were used to calculate the total number of reads overlapping each position in a 2000 bp window surrounding a binding event of interest. The number of reads at each position was summed over the set of genomic sites being analyzed. The reads were total tag normalized, and, finally, the resulting read counts were averaged over replicates. Read density (reads per million per site or reads per million per 1000 sites) was plotted using Seaborn in Python.

### RNA-seq data visualization

The LFC of gene expression levels in iHox neurons versus day 2 progenitors or control neurons (no Dox treatment) was estimated using DESeq2. The LFC values were plotted for previously established marker genes in iHoxc6 neurons versus day 2 progenitors, iHoxc8 neurons versus day 2 progenitors, iHoxc9 neurons versus day 2 progenitors, iHoxc10 neurons versus day 2 progenitors and control neurons versus day 2 progenitors (Fig. 1D). The LFC values were plotted for previously established marker genes in iHoxc6 versus control neurons, iHoxc8 versus control neurons, iHoxc9 versus control neurons and iHoxc10 versus control neurons (Fig. S2A). Volcano-style plots were used to simultaneously plot the LFC and *P*-values of significantly differentially expressed marker genes in the iHox versus control neuron comparisons (Fig. S2B). Volcano plots were used to represent the overall differential expression landscape between iHox and control neurons (Fig. S1D).

### GO term enrichment analysis

The Genomic Regions Enrichment of Annotation Tool (GREAT, v4.0.4) (McLean et al., 2010) was used to perform GO term enrichment analysis (Fig. 9B-F) and generate the graphs in Fig. S4A. GREAT first calculates the probability that a randomly selected cis-regulatory element will be associated with a given GO term. It then uses a binomial test parameterized by this probability to determine whether a predefined subset of ChIP-seq peaks is significantly associated with that GO term. The process is repeated for all GO terms and a list of significant associations is returned (McLean et al., 2010). We used GREAT to perform GO term enrichment analysis for the HOXC6-only, HOXC9-only, HOXC6 and C9, HOXC9 and C10, and shared Hox ChIP-seq binding sites. The top ten significant GO terms were plotted; ordered by their Bonferroni-corrected *P*-values.

### Association between gene sets and binding events

In order to construct gene sets, pairwise comparisons of gene expression levels between iHoxc6, iHoxc9 and iHoxc10 neurons versus day 2 progenitors were performed using DESeq2. Additionally, pairwise comparisons were also performed between the iHox neurons: iHoxc6 versus iHoxc9, iHoxc6 versus iHoxc10 and iHoxc9 versus iHoxc10. Genes that were upregulated in all iHox versus day 2 progenitor comparisons (LFC>2 and adjusted *P*<0.01), as well as not differentially expressed between the iHox neurons (|LFC|>2), were assigned to the gene set ‘shared-upregulated’. A similar logic was used to identify the ‘shared-downregulated’ genes. Pairwise comparisons between iHox neurons were used to identify genes significantly upregulated or downregulated (|LFC|>2 and adjusted *P*<0.01) in individual iHox neurons. Genes that were significantly upregulated or downregulated in two out of three iHox neurons were assigned to gene sets using the same thresholds.

In order to test whether specific categories of ChIP-seq binding events were associated with differentially regulated gene sets, we used ChIP-Enrich (v.1.10.0). Specifically, each peak was assigned to the gene with the nearest transcriptional start site. ChIP-Enrich uses a logistic regression model to test whether gene set membership (controlled by mappable gene length) predicts whether a gene is associated with a ChIP-seq peak (Welch et al., 2014). The significance of the weight associated with gene set membership is estimated using the ‘Wald’ statistic. *P*-values obtained from the Wald statistic were adjusted using the Benjamini-Hochberg multiple testing correction (Welch et al., 2014). For each category of binding events, adjusted *P*-values were plotted for each predefined gene set.

### DNA motif analysis

*De novo* motif discovery was performed using MEME-ChIP (v. 5.1.0) (Machanick and Bailey, 2011) with the following command-line settings: ‘-ccut 100 -dna -meme-p 4 -meme-mod anr -meme-minw 5 -meme-maxw 15 -meme-nmotifs 10 -dreme-e 0.05’. MEME-ChIP was also provided with knowledge of the JASPAR CORE motif database (2016 release) (Mathelier et al., 2016) via the ‘-db’ option for the purposes of Tomtom motif similarity matching and CentriMo analysis. To find *de novo* discovered motifs that matched canonical cognate Hox TF binding motifs, we first extracted MEME or DREME discovered motifs that received significance scores of less than 1e-3 from those tools. We then used STAMP (v. 1.0) (Mahony and Benos, 2007) with settings ‘-cc PCC -align SWU’ to match against the following motif consensus sequences: TAATDR, HHATAAA, TAAT, ATAAA, GTAAA, TAAAC and TAAAT. Motifs were retained as probable cognate Hox motifs if they matched one of the above consensus sequences with a STAMP E-value score of less than 1e-4. Further motif frequency analysis was performed for two motifs that were discovered by DREME in the c6>c9,c10 and c9>c6,c10 categories (Fig. 3B). A motif scanning procedure using log-likelihood scoring was used to find peaks that contained motif hits within 50 bp of the peak positions. Motif hits were defined as sequences scoring above motif scanning thresholds set using a 0.1 false discovery rate derived from 1 million sequences (100 bp) randomly generated from a second-order Markov model of the mouse genome. Over-representation of peaks containing motifs was assessed in comparison with 10,000 sequences (100 bp) randomly sampled from the mouse genome. Finally, SeqUnwinder (v. 0.1.3) (Kakumanu et al., 2017) was used to find motifs that discriminate between various Hox binding site categories using the following command-line settings: ‘--threads 10 --makerandregs -- --win 150 --mink 4 --maxk 5 --r 10 --x 3 --a 400 --hillsthresh 0.1 --memesearchwin 16’.

### Bichrom data analysis

For each Hox TF, we first trained a hybrid convolutional and long short-term memory neural network to predict induced Hox binding using only DNA sequence information (seqnet). We then applied Bichrom to the Hox TFs, which integrates DNA sequence and pre-existing chromatin to predict induced TF binding. In particular, Bichrom takes the trained sequence-only network and incorporates additional chromatin data using a secondary chromatin sub-network (Srivastava et al., 2020 preprint). Day 2 progenitor ATAC-seq, H3K27ac, H3K4me3, H3K9me3, H3K27me3 and PolII were used to define the pre-existing chromatin landscape. For each chromatin experiment, the tag counts at each genomic window were total tag normalized, averaged across replicates and binned into 50 bp bins. The binned chromatin tracks were used as inputs into the chromatin sub-network of Bichrom. To account for computational variation in network performance, we repeated the training process on nine distinct training sets, each corresponding to a separate held-out test set (chromosome). We used the area under the precision-recall curve to measure the genome-wide predictive performance of the sequence-only neural network and Bichrom on the seven Hox TFs. The hyperparameters for all networks were selected using a hyperparameter grid search, and the networks were built using Keras (www.github.com/seqcode/iTF).

## Supplementary Material

Supplementary information

Reviewer comments

## References

[DEV194761C1] AbeN., DrorI., YangL., SlatteryM., ZhouT., BussemakerH. J., RohsR. and MannR. S. (2015). Deconvolving the recognition of DNA shape from sequence. *Cell* 161, 307-318. 10.1016/j.cell.2015.02.00825843630PMC4422406

[DEV194761C2] AffolterM., SlatteryM. and MannR. S. (2008). A lexicon for homeodomain-DNA recognition. *Cell* 133, 1133-1135. 10.1016/j.cell.2008.06.00818585344

[DEV194761C3] AkamM. (1989). Hox and HOM: homologous gene clusters in insects and vertebrates. *Cell* 57, 347-349. 10.1016/0092-8674(89)90909-42566382

[DEV194761C4] AmandioA. R., Lopez-DelisleL., BoltC. C., MascrezB. and DubouleD. (2020). A complex regulatory landscape involved in the development of mammalian external genitals. *eLife* 9, e52962 10.7554/eLife.5296232301703PMC7185996

[DEV194761C5] ArberS., LadleD. R., LinJ. H., FrankE. and JessellT. M. (2000). ETS gene Er81 controls the formation of functional connections between group Ia sensory afferents and motor neurons. *Cell* 101, 485-498. 10.1016/S0092-8674(00)80859-410850491

[DEV194761C6] BehC. Y., El-SharnoubyS., ChatzipliA., RussellS., ChooS. W. and WhiteR. (2016). Roles of cofactors and chromatin accessibility in Hox protein target specificity. *Epigenet. Chromatin* 9, 1 10.1186/s13072-015-0049-xPMC470562126753000

[DEV194761C7] BergerM. F., BadisG., GehrkeA. R., TalukderS., PhilippakisA. A., Peña-CastilloL., AlleyneT. M., MnaimnehS., BotvinnikO. B., ChanE. T.et al. (2008). Variation in homeodomain DNA binding revealed by high-resolution analysis of sequence preferences. *Cell* 133, 1266-1276. 10.1016/j.cell.2008.05.02418585359PMC2531161

[DEV194761C8] BuenrostroJ. D., GiresiP. G., ZabaL. C., ChangH. Y. and GreenleafW. J. (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. *Nat. Methods* 10, 1213-1218. 10.1038/nmeth.268824097267PMC3959825

[DEV194761C9] DasenJ. S. and JessellT. M. (2009). Hox networks and the origins of motor neuron diversity. *Curr. Top. Dev. Biol.* 88, 169-200. 10.1016/S0070-2153(09)88006-X19651305

[DEV194761C10] DasenJ. S., LiuJ.-P. and JessellT. M. (2003). Motor neuron columnar fate imposed by sequential phases of Hox-c activity. *Nature* 425, 926-933. 10.1038/nature0205114586461

[DEV194761C11] DasenJ. S., TiceB. C., Brenner-MortonS. and JessellT. M. (2005). A Hox regulatory network establishes motor neuron pool identity and target-muscle connectivity. *Cell* 123, 477-491. 10.1016/j.cell.2005.09.00916269338

[DEV194761C12] DasenJ. S., DE CamilliA., WangB., TuckerP. W. and JessellT. M. (2008). Hox repertoires for motor neuron diversity and connectivity gated by a single accessory factor, FoxP1. *Cell* 134, 304-316. 10.1016/j.cell.2008.06.01918662545

[DEV194761C13] Davis-DusenberyB. N., WilliamsL. A., KlimJ. R. and EgganK. (2014). How to make spinal motor neurons. *Development* 141, 491-501. 10.1242/dev.09741024449832

[DEV194761C14] De KumarB., ParkerH. J., ParrishM. E., LangeJ. J., SlaughterB. D., UnruhJ. R., PaulsonA. and KrumlaufR. (2017). Dynamic regulation of Nanog and stem cell-signaling pathways by Hoxa1 during early neuro-ectodermal differentiation of ES cells. *Proc. Natl. Acad. Sci. USA* 114, 5838-5845. 10.1073/pnas.161061211428584089PMC5468655

[DEV194761C15] DenansN., IimuraT. and PourquiéO. (2015). Hox genes control vertebrate body elongation by collinear Wnt repression. *eLife* 4, e04379 10.7554/eLife.04379PMC438475225719209

[DEV194761C16] DesanlisI., KherdjemilY., MayranA., BouklouchY., GentileC., ShethR., ZellerR., DrouinJ. and KmitaM. (2020). HOX13-dependent chromatin accessibility underlies the transition towards the digit development program. *Nat. Commun.* 11, 2491 10.1038/s41467-020-16317-232427842PMC7237422

[DEV194761C17] DobinA. and GingerasT. R. (2016). Optimizing RNA-Seq Mapping with STAR. *Methods Mol. Biol.* 1415, 245-262. 10.1007/978-1-4939-3572-7_1327115637

[DEV194761C18] DonaldsonI. J., AminS., HensmanJ. J., KutejovaE., RattrayM., LawrenceN., HayesA., WardC. M. and BobolaN. (2012). Genome-wide occupancy links Hoxa2 to Wnt-β-catenin signaling in mouse embryonic development. *Nucleic Acids Res.* 40, 3990-4001. 10.1093/nar/gkr124022223247PMC3351182

[DEV194761C19] DubouleD. (2007). The rise and fall of Hox gene clusters. *Development* 134, 2549-2560. 10.1242/dev.00106517553908

[DEV194761C20] DubouleD. and DolléP. (1989). The structural and functional organization of the murine HOX gene family resembles that of Drosophila homeotic genes. *EMBO J.* 8, 1497-1505. 10.1002/j.1460-2075.1989.tb03534.x2569969PMC400980

[DEV194761C21] DubouleD. and MorataG. (1994). Colinearity and functional hierarchy among genes of the homeotic complexes. *Trends Genet.* 10, 358-364. 10.1016/0168-9525(94)90132-57985240

[DEV194761C22] EconomidesK. D., ZeltserL. and CapecchiM. R. (2003). Hoxb13 mutations cause overgrowth of caudal spinal cord and tail vertebrae. *Dev. Biol.* 256, 317-330. 10.1016/S0012-1606(02)00137-912679105

[DEV194761C23] EkkerS. C., JacksonD. G., VON KesslerD. P., SunB. I., YoungK. E. and BeachyP. A. (1994). The degree of variation in DNA sequence recognition among four Drosophila homeotic proteins. *EMBO J.* 13, 3551-3560. 10.1002/j.1460-2075.1994.tb06662.x7914870PMC395259

[DEV194761C24] GehringW. J., QianY. Q., BilleterM., Furukubo-TokunagaK., SchierA. F., Resendez-PerezD., AffolterM., OttingG. and WüthrichK. (1994). Homeodomain-DNA recognition. *Cell* 78, 211-223. 10.1016/0092-8674(94)90292-58044836

[DEV194761C25] GodwinA. R. and CapecchiM. R. (1998). Hoxc13 mutant mice lack external hair. *Genes Dev.* 12, 11-20. 10.1101/gad.12.1.119420327PMC316401

[DEV194761C26] GoutiM., TsakiridisA., WymeerschF. J., HuangY., KleinjungJ., WilsonV. and BriscoeJ. (2014). In vitro generation of neuromesodermal progenitors reveals distinct roles for wnt signalling in the specification of spinal cord and paraxial mesoderm identity. *PLoS Biol.* 12, e1001937 10.1371/journal.pbio.100193725157815PMC4144800

[DEV194761C27] HaaseG., DessaudE., GarcèsA., de BovisB., BirlingM.-C., FilippiP., SchmalbruchH., ArberS. and deLapeyriereO. (2002). GDNF acts through PEA3 to regulate cell body positioning and muscle innervation of specific motor neuron pools. *Neuron* 35, 893-905. 10.1016/S0896-6273(02)00864-412372284

[DEV194761C28] HenriqueD., AbranchesE., VerrierL. and StoreyK. G. (2015). Neuromesodermal progenitors and the making of the spinal cord. *Development* 142, 2864-2875. 10.1242/dev.11976826329597PMC4958456

[DEV194761C29] HuangY., SitwalaK., BronsteinJ., SandersD., DandekarM., CollinsC., RobertsonG., MacdonaldJ., CezardT., BilenkyM.et al. (2012). Identification and characterization of Hoxa9 binding sites in hematopoietic cells. *Blood* 119, 388-398. 10.1182/blood-2011-03-34108122072553PMC3257007

[DEV194761C30] IacovinoM., BosnakovskiD., FeyH., RuxD., BajwaG., MahenE., MitanoskaA., XuZ. and KybaM. (2011). Inducible cassette exchange: a rapid and efficient system enabling conditional gene expression in embryonic stem and primary cells. *Stem Cells* 29, 1580-1588. 10.1002/stem.71522039605PMC3622722

[DEV194761C31] Izpisúa-BelmonteJ. C., FalkensteinH., DolléP., RenucciA. and DubouleD. (1991). Murine genes related to the Drosophila AbdB homeotic genes are sequentially expressed during development of the posterior part of the body. *EMBO J.* 10, 2279-2289. 10.1002/j.1460-2075.1991.tb07764.x1676674PMC452918

[DEV194761C32] JerkovićI., IbrahimD. M., AndreyG., HaasS., HansenP., JanetzkiC., González NavarreteI., RobinsonP. N., HechtJ. and MundlosS. (2017). Genome-wide binding of posterior HOXA/D transcription factors reveals subgrouping and association with CTCF. *PLoS Genet.* 13, e1006567 10.1371/journal.pgen.100656728103242PMC5289628

[DEV194761C33] JoshiR., PassnerJ. M., RohsR., JainR., SosinskyA., CrickmoreM. A., JacobV., AggarwalA. K., HonigB. and MannR. S. (2007). Functional specificity of a Hox protein mediated by the recognition of minor groove structure. *Cell* 131, 530-543. 10.1016/j.cell.2007.09.02417981120PMC2709780

[DEV194761C34] JungH., LacombeJ., MazzoniE. O., LiemK. F.Jr, GrinsteinJ., MahonyS., MukhopadhyayD., GiffordD. K., YoungR. A., AndersonK. V.et al. (2010). Global control of motor neuron topography mediated by the repressive actions of a single hox gene. *Neuron* 67, 781-796. 10.1016/j.neuron.2010.08.00820826310PMC2955411

[DEV194761C35] JungH., MazzoniE. O., SoshnikovaN., HanleyO., VenkateshB., DubouleD. and DasenJ. S. (2014). Evolving Hox activity profiles govern diversity in locomotor systems. *Dev. Cell* 29, 171-187. 10.1016/j.devcel.2014.03.00824746670PMC4024207

[DEV194761C36] JungH., BaekM., D'EliaK. P., BoisvertC., CurrieP. D., TayB.-H., VenkateshB., BrownS. M., HeguyA., SchoppikD.et al. (2018). The ancient origins of neural substrates for land walking. *Cell* 172, 667-682.e15. 10.1016/j.cell.2018.01.01329425489PMC5808577

[DEV194761C37] KakumanuA., VelascoS., MazzoniE. and MahonyS. (2017). Deconvolving sequence features that discriminate between overlapping regulatory annotations. *PLoS Comput. Biol.* 13, e1005795 10.1371/journal.pcbi.100579529049320PMC5663517

[DEV194761C38] KmitaM. and DubouleD. (2003). Organizing axes in time and space; 25 years of colinear tinkering. *Science* 301, 331-333. 10.1126/science.108575312869751

[DEV194761C39] LacombeJ., HanleyO., JungH., PhilippidouP., SurmeliG., GrinsteinJ. and DasenJ. S. (2013). Genetic and functional modularity of Hox activities in the specification of limb-innervating motor neurons. *PLoS Genet.* 9, e1003184 10.1371/journal.pgen.100318423359544PMC3554521

[DEV194761C40] LanfearR. (2010). Are the deuterostome posterior Hox genes a fast-evolving class? *Adv. Exp. Med. Biol.* 689, 111-122. 10.1007/978-1-4419-6673-5_820795326

[DEV194761C41] LangmeadB., TrapnellC., PopM. and SalzbergS. L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol.* 10, R25 10.1186/gb-2009-10-3-r2519261174PMC2690996

[DEV194761C42] LewisE. B. (1978). A gene complex controlling segmentation in Drosophila. *Nature* 276, 565-570. 10.1038/276565a0103000

[DEV194761C43] LiaoY., SmythG. K. and ShiW. (2019). The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. *Nucleic Acids Res.* 47, e47 10.1093/nar/gkz11430783653PMC6486549

[DEV194761C44] LippmannE. S., WilliamsC. E., RuhlD. A., Estevez-SilvaM. C., ChapmanE. R., CoonJ. J. and AshtonR. S. (2015). Deterministic HOX patterning in human pluripotent stem cell-derived neuroectoderm. *Stem Cell Rep.* 4, 632-644. 10.1016/j.stemcr.2015.02.018PMC440064925843047

[DEV194761C45] LoveM. I., HuberW. and AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550 10.1186/s13059-014-0550-825516281PMC4302049

[DEV194761C46] MachadoC. B., KanningK. C., KreisP., StevensonD., CrossleyM., NowakM., IacovinoM., KybaM., ChambersD., BlancE.et al. (2014). Reconstruction of phrenic neuron identity in embryonic stem cell-derived motor neurons. *Development* 141, 784-794. 10.1242/dev.09718824496616PMC3912827

[DEV194761C47] MachanickP. and BaileyT. L. (2011). MEME-ChIP: motif analysis of large DNA datasets. *Bioinformatics* 27, 1696-1697. 10.1093/bioinformatics/btr18921486936PMC3106185

[DEV194761C48] MahonyS. and BenosP. V. (2007). STAMP: a web tool for exploring DNA-binding motif similarities. *Nucleic Acids Res.* 35, W253-W258. 10.1093/nar/gkm27217478497PMC1933206

[DEV194761C49] MahonyS., EdwardsM. D., MazzoniE. O., SherwoodR. I., KakumanuA., MorrisonC. A., WichterleH. and GiffordD. K. (2014). An integrated model of multiple-condition ChIP-Seq data reveals predeterminants of Cdx2 binding. *PLoS Comput. Biol.* 10, e1003501 10.1371/journal.pcbi.100350124675637PMC3967921

[DEV194761C50] MannR. S. and AffolterM. (1998). Hox proteins meet more partners. *Curr. Opin. Genet. Dev.* 8, 423-429. 10.1016/S0959-437X(98)80113-59729718

[DEV194761C51] MannR. S. and ChanS.-K. (1996). Extra specificity from extradenticle: the partnership between HOX and PBX/EXD homeodomain proteins. *Trends Genet.* 12, 258-262. 10.1016/0168-9525(96)10026-38763497

[DEV194761C52] MannR. S., LelliK. M. and JoshiR. (2009). Hox specificity unique roles for cofactors and collaborators. *Curr. Top. Dev. Biol.* 88, 63-101. 10.1016/S0070-2153(09)88003-419651302PMC2810641

[DEV194761C53] MathelierA., FornesO., ArenillasD. J., ChenC.-Y., DenayG., LeeJ., ShiW., ShyrC., TanG., Worsley-HuntR.et al. (2016). JASPAR 2016: a major expansion and update of the open-access database of transcription factor binding profiles. *Nucleic Acids Res.* 44, D110-D115. 10.1093/nar/gkv117626531826PMC4702842

[DEV194761C54] MazzoniE. O., MahonyS., IacovinoM., MorrisonC. A., MountoufarisG., ClosserM., WhyteW. A., YoungR. A., KybaM., GiffordD. K.et al. (2011). Embryonic stem cell-based mapping of developmental transcriptional programs. *Nat. Methods* 8, 1056-1058. 10.1038/nmeth.177522081127PMC3228994

[DEV194761C55] MazzoniE. O., MahonyS., PeljtoM., PatelT., ThorntonS. R., MccuineS., ReederC., BoyerL. A., YoungR. A., GiffordD. K.et al. (2013). Saltatory remodeling of Hox chromatin in response to rostrocaudal patterning signals. *Nat. Neurosci.* 16, 1191-1198. 10.1038/nn.349023955559PMC3799941

[DEV194761C56] McGinnisW. and KrumlaufR. (1992). Homeobox genes and axial patterning. *Cell* 68, 283-302. 10.1016/0092-8674(92)90471-N1346368

[DEV194761C57] McleanC. Y., BristorD., HillerM., ClarkeS. L., SchaarB. T., LoweC. B., WengerA. M. and BejeranoG. (2010). GREAT improves functional interpretation of cis-regulatory regions. *Nat. Biotechnol.* 28, 495-501. 10.1038/nbt.163020436461PMC4840234

[DEV194761C58] MerabetS. and MannR. S. (2016). To be specific or not: the critical relationship between Hox and TALE proteins. *Trends Genet.* 32, 334-347. 10.1016/j.tig.2016.03.00427066866PMC4875764

[DEV194761C59] MetzisV., SteinhauserS., PakanaviciusE., GoutiM., StamatakiD., IvanovitchK., WatsonT., RayonT., Mousavy GharavyS. N., Lovell-BadgeR.et al. (2018). Nervous system regionalization entails axial allocation before neural differentiation. *Cell* 175, 1105-1118.e17. 10.1016/j.cell.2018.09.04030343898PMC6218657

[DEV194761C60] NarendraV., RochaP. P., AnD., RaviramR., SkokJ. A., MazzoniE. O. and ReinbergD. (2015). CTCF establishes discrete functional chromatin domains at the Hox clusters during differentiation. *Science* 347, 1017-1021. 10.1126/science.126208825722416PMC4428148

[DEV194761C61] NarendraV., BulajićM., DekkerJ., MazzoniE. O. and ReinbergD. (2016). CTCF-mediated topological boundaries during development foster appropriate gene regulation. *Genes Dev.* 30, 2657-2662. 10.1101/gad.288324.11628087711PMC5238725

[DEV194761C62] NoyesM. B., ChristensenR. G., WakabayashiA., StormoG. D., BrodskyM. H. and WolfeS. A. (2008). Analysis of homeodomain specificities allows the family-wide prediction of preferred recognition sites. *Cell* 133, 1277-1289. 10.1016/j.cell.2008.05.02318585360PMC2478728

[DEV194761C63] PeljtoM. and WichterleH. (2011). Programming embryonic stem cells to neuronal subtypes. *Curr. Opin. Neurobiol.* 21, 43-51. 10.1016/j.conb.2010.09.01220970319PMC3050008

[DEV194761C64] PeljtoM., DasenJ. S., MazzoniE. O., JessellT. M. and WichterleH. (2010). Functional diversity of ESC-derived motor neuron subtypes revealed through intraspinal transplantation. *Cell Stem Cell* 7, 355-366. 10.1016/j.stem.2010.07.01320804971PMC2933095

[DEV194761C65] PorcelliD., FischerB., RussellS. and WhiteR. (2019). Chromatin accessibility plays a key role in selective targeting of Hox proteins. *Genome Biol.* 20, 115 10.1186/s13059-019-1721-431159833PMC6547607

[DEV194761C66] RegulskiM., HardingK., KostrikenR., KarchF., LevineM. and McGinnisW. (1985). Homeo box genes of the Antennapedia and bithorax complexes of Drosophila. *Cell* 43, 71-80. 10.1016/0092-8674(85)90013-32416463

[DEV194761C67] RheeH. S., ClosserM., GuoY., BashkirovaE. V., TanG. C., GiffordD. K. and WichterleH. (2016). Expression of terminal effector genes in mammalian neurons is maintained by a dynamic relay of transient enhancers. *Neuron* 92, 1252-1265. 10.1016/j.neuron.2016.11.03727939581PMC5193225

[DEV194761C68] RobinsonM. D., MccarthyD. J. and SmythG. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26, 139-140. 10.1093/bioinformatics/btp61619910308PMC2796818

[DEV194761C69] RoussoD. L., GaberZ. B., WellikD., MorriseyE. E. and NovitchB. G. (2008). Coordinated actions of the forkhead protein Foxp1 and Hox proteins in the columnar organization of spinal motor neurons. *Neuron* 59, 226-240. 10.1016/j.neuron.2008.06.02518667151PMC2547125

[DEV194761C70] SlatteryM., RileyT., LiuP., AbeN., Gomez-AlcalaP., DrorI., ZhouT., RohsR., HonigB., BussemakerH. J.et al. (2011). Cofactor binding evokes latent differences in DNA binding specificity between Hox proteins. *Cell* 147, 1270-1282. 10.1016/j.cell.2011.10.05322153072PMC3319069

[DEV194761C71] SrivastavaD., AydinB., MazzoniE. O. and MahonyS. (2020). An interpretable bimodal neural network characterizes the sequence and preexisting chromatin predictors of induced TF binding. *bioRxiv*, 672790 10.1101/672790PMC778882433413545

[DEV194761C72] SweeneyL. B., BikoffJ. B., GabittoM. I., Brenner-MortonS., BaekM., YangJ. H., TabakE. G., DasenJ. S., KintnerC. R. and JessellT. M. (2018). Origin and segmental diversity of spinal inhibitory interneurons. *Neuron* 97, 341-355.e3. 10.1016/j.neuron.2017.12.02929307712PMC5880537

[DEV194761C73] TanG. C., MazzoniE. O. and WichterleH. (2016). Iterative role of Notch signaling in spinal motor neuron diversification. *Cell Rep.* 16, 907-916. 10.1016/j.celrep.2016.06.06727425621PMC4975379

[DEV194761C74] WelchR. P., LeeC., ImbrianoP. M., PatilS., WeymouthT. E., SmithR. A., ScottL. J. and SartorM. A. (2014). ChIP-Enrich: gene set enrichment testing for ChIP-seq data. *Nucleic Acids Res.* 42, e105 10.1093/nar/gku46324878920PMC4117744

[DEV194761C75] WichterleH. and PeljtoM. (2008). Differentiation of mouse embryonic stem cells to spinal motor neurons. *Curr. Protoc. Stem Cell Biol.* 5, 1H.1.1-1H.1.9. 10.1002/9780470151808.sc01h01s518770634

[DEV194761C76] WichterleH., LieberamI., PorterJ. A. and JessellT. M. (2002). Directed differentiation of embryonic stem cells into motor neurons. *Cell* 110, 385-397. 10.1016/S0092-8674(02)00835-812176325

[DEV194761C77] WuY., WangG., ScottS. A. and CapecchiM. R. (2008). Hoxc10 and Hoxd10 regulate mouse columnar, divisional and motor pool identity of lumbar motoneurons. *Development* 135, 171-182. 10.1242/dev.00922518065432

[DEV194761C78] YoungT., RowlandJ. E., van de VenC., BialeckaM., NovoaA., CarapucoM., van NesJ., de GraaffW., DulucI., FreundJ.-N.et al. (2009). Cdx and Hox genes differentially regulate posterior axial growth in mammalian embryos. *Dev. Cell* 17, 516-526. 10.1016/j.devcel.2009.08.01019853565

[DEV194761C79] ZaretK. S. and CarrollJ. S. (2011). Pioneer transcription factors: establishing competence for gene expression. *Genes Dev.* 25, 2227-2241. 10.1101/gad.176826.11122056668PMC3219227

[DEV194761C80] ZeiskeT., BaburajendranN., KaczynskaA., BraschJ., PalmerA. G.III, ShapiroL., HonigB. and MannR. S. (2018). Intrinsic DNA shape accounts for affinity differences between hox-cofactor binding sites. *Cell Rep.* 24, 2221-2230. 10.1016/j.celrep.2018.07.10030157419PMC6166240

How the deposited data were processed for this re-analysis (not part of the article)

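RNA-seq was analysed for 18 libraries, 3 each of day 2 progenitors and of day 4 control, iHoxc6, iHoxc8, iHoxc9 and iHoxc10 neurons. The ChIP-seq, ATAC-seq and other experiments of the paper were not analysed here. The authors aligned the reads with STAR (2.7.0c), counted them on RefSeq genes of mm10 with featureCounts in Rsubread (1.30.9), merged RefSeq genes with the same Entrez identifier, and deposited the read counts per gene without normalization and with replicates kept apart. The paper's text does not name the strand setting of this counting, so overlapping genes are reported as uncertain. Symbols and coordinates were taken from the RefSeq annotation of GRCm38, the assembly that mm10 names. Libraries were assigned to conditions and replicate numbers from their labels and the paper, and the run of each library from its labels. No column of counts was left unused.

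Counts were normalized and tested in R 4.3.3 with edgeR 4.0.16, using TMM factors and the quasi-likelihood test in a single fit of all 18 libraries with a term for the group, over the 20944 genes with at least 1 count in any iHox library. The standard error of a log2 fold change was taken from the F statistic of that test. Genes were called at an adjusted p under 0.01 (Benjamini-Hochberg) and an absolute log2 fold change above 2, the thresholds of the paper. There were 12 comparisons: each iHox line with control, each day 4 group with day 2 progenitors, and iHoxc6, iHoxc9 and iHoxc10 with each other. PCA used the 500 most variable genes after DESeq2's rlog transformation (version 1.42.0; the authors used 1.20.0), and MDS used the distances between libraries over all retained genes. Levels are TMM-normalized CPM, with a pseudocount of 1 on the log2 scale. A fold against a group with 3 counts or fewer in every library was computed against 3 counts and is a lower bound. Genes were named in the text by a rule: all genes that the paper names in its RNA-seq text or Fig. 1D, and for each iHox line against control and for iHoxc9 against iHoxc10 the 5 called genes with the largest change, a mean of at least 1 CPM, and all 3 libraries of a group above all 3 of the other. Hoxb6, Hoxb7, Hoxb8, Hoxb9, Hoxd8, the neighbors of Hprt and the imprinted genes were added after their values were seen. Some results for genes under this rule are not reported here.

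The code was tested on simulated data. Counts of 20669 genes were drawn from the means and dispersions of the libraries, with 200 genes changed by a log2 fold change of 3 in iHoxc9. The edgeR test recovered 100% of these genes with 0 other calls, and DESeq2's Wald test did the same. The changed genes were picked above a minimum average count, so recovery of genes with few counts was not tested. No effect of run or line was simulated, so the 0 other calls do not cover such effects. Total counts from 24498630 to 33168533 put the smallest level that 3 counts can show at 0.0883 to 0.122 CPM. With 3 libraries per group, no two-sided exact permutation test can give less than 10%, and outliers within a group were not tested.

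The alternatives were DESeq2's Wald test, DESeq2's size factors within edgeR, genes with at least 10 counts in at least 3 libraries, a log2 fold change above 1, fits of only the groups compared, the replicate number as a block, and each library left out in turn. For PCA they were all retained genes, the variance stabilizing transformation, log2 CPM with a prior count of 2, rlog of all 18 libraries, the stricter filter and a PCA without the Hox genes. For the levels they were CPM per kilobase of exon, DESeq2's size factors and a pseudocount of 0.1. The replicate numbers come from the labels, which number the libraries of every group from 1 to 3. Whether equal numbers mean a shared culture is not stated in the paper's text. Exon length and GC content were taken from the GENCODE annotation of GRCm38 and its transcripts. The paper's ChIP-Enrich analysis needs binding sites and was not repeated.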

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

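All tests in this part were chosen after the result was seen, except the test that left out single libraries.

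The control neurons carried reads of HoxB genes beyond paralog group 5, which the paper does not discuss: Hoxb6 at 179.2 CPM, Hoxb7 at 28.0 CPM, Hoxb8 at 177.5 CPM and Hoxb9 at 9.37 CPM. Reads shared with an induced HoxC paralog would raise these counts where the paralog rises. The log2 fold change was -0.58 for Hoxb6 in iHoxc6, -0.26 for Hoxb8 in iHoxc8, the highest of these, and -2.86 for Hoxb9 in iHoxc9, so this explanation has no support in these counts. A single sequencing run as the source is also not supported, because the lowest level of Hoxb8 in any of the 18 libraries, from 4 runs, was 34.6 CPM. Of the 4 genes, 3 overlap no other RefSeq gene, and Hoxb6 overlaps Hoxb5os, whose reads cannot be told apart from those of Hoxb6. All 4 genes were lower in iHoxc9, by log2 fold changes of -3.36, -2.47, -1.56 and -2.86 (adjusted p at most 1.9e-06 by edgeR).

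Hprt was higher than in control in iHoxc6 (log2 fold change 2.94), iHoxc8 (4.34), iHoxc9 (2.36) and iHoxc10 (3.49). It was 1.61 ± 0.54 CPM (SD, n = 3) in control and 6.50 ± 0.72 CPM in day 2 progenitors, which also had no Dox but differ from control in line, day and run. iHoxc6 and control share a line and a run, so the 2.94 in that comparison is not explained by a difference between lines or runs. Of 6 neighbors within 500 kb with a mean of at least 1 CPM, 0 were higher in all 4 Dox-treated groups at an adjusted p under 0.01, and 0 at an unadjusted p under 0.05, which is against a change of the whole region. Gpc3 had a positive log2 fold change in all 4, of 0.23 to 0.97. The paper places the transgene at the Hprt locus, and transcription of the inserted cassette may therefore add to the Hprt counts. That explanation was not tested with reads, and an effect of Dox itself cannot be told apart from it.

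ATP8 was higher in iHoxc8 than in control by a log2 fold change of 4.06. The ATP8 count was 0.370% to 0.679% of the ATP6 count in the 6 libraries of the control and iHoxc6 run and 1.56% to 6.46% in the 12 libraries of the other runs, so the lowest of the other libraries was 2.30 times the highest of that run. ATP8 overlaps ATP6. The change in ATP8 is consistent with a difference between sequencing runs. These 6 libraries are also the only ones of the iHoxc6 line, so the run and the line cannot be told apart.

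Genes outside those the paper discusses rose above control. In iHoxc8, Gm364 (log2 fold change 4.21) and Grb10 (4.01) rose. In iHoxc9, Stra6l (9.62), Pou4f3 (at least 23.8-fold), Grm5 (at least 70-fold) and Itga1 (at least 24.2-fold) rose, and in iHoxc10, Stra6l (8.33) and Igf2 (4.56). Between iHoxc9 and iHoxc10, which share a run, Stra6l, Pou4f3 and Igf2 differed by at least 1.29 on the log2 scale (adjusted p at most 0.000203 by edgeR), but a difference between runs may still add to their distance from control. In that comparison, Grm5 had a log2 fold change of 6.14 and Itga1 was at least 23-fold higher in iHoxc9, so the run does not account for these genes, although both were among the genes picked for the largest change in it. In iHoxc6, which shares the line and the run of control, Gm364 and Grb10 changed by at most 0.16, while Igf2 rose by 1.64 on the log2 scale (adjusted p = 0.00395 by edgeR), which neither the line nor the run explains. Dox and Hoxc6 cannot be told apart as the source of that rise. For Gm364 and Grb10, the line, the run and the induced Hox gene cannot be told apart. Nor can they for the parts of the rises of Stra6l, Pou4f3 and Igf2 beyond the differences within a run. Between iHoxc9 and iHoxc10, these differences were 1.29 for Stra6l, 3.77 for Pou4f3 and -1.72 for Igf2 on the log2 scale. For Grm5 and Itga1, the line and the induced Hox gene cannot be told apart, and Grb10 and Igf2 are imprinted genes.

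Against control, 1662 genes changed in both iHoxc9 and iHoxc10 at an adjusted p under 0.01, 1638 in the same direction and 24 in opposite directions, and for these 24 the difference between the 2 lines also had an adjusted p under 0.01. Among genes named by the paper were Lhx1 (log2 fold change of iHoxc9 against iHoxc10 -4.10, adjusted p = 7.83e-14 by edgeR), Pbx3 (-1.58, adjusted p = 6.95e-08 by edgeR) and Hoxa3 (-2.38, adjusted p = 4.03e-10 by edgeR). Over the alternatives, the adjusted p ranged from 2.07e-138 to 8.86e-12 for Lhx1 and from 4.69e-32 to 1.51e-06 for Pbx3. The opposite change of Pbx3 was not kept with single libraries left out, since its adjusted p in iHoxc9 against control reached 0.0727. The 2 lines share a run, so a difference between runs does not enter the difference between them. Control was in another run, so the opposite directions against control may depend on a difference between runs. When each of the 9 control, iHoxc9 and iHoxc10 libraries was left out in turn, 10 of the 24 genes kept all 3 adjusted p-values under 0.01 and opposite directions in every fit; as the genes were picked for this pattern, that count shows no stability. A candidate explanation is a difference between the cell lines, and 1 of the 24 genes is in a list of imprinted genes. A Hox effect cannot be told apart from a difference between the lines or, for the directions against control, from a difference between runs.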

How the results depend on the processing

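All tests on other groupings of the libraries were chosen after the result was seen. The alternatives below were set before the data were examined. Under DESeq2's Wald test, DESeq2's size factors, the stricter filter and the replicate block, each of the 12 counts of differentially expressed genes and each of the 6 gene set sizes stayed within 1.5 times its value. With only the groups compared in the fit, 15 genes were called in iHoxc6 against control in place of 24, 14 of them shared, and the other counts stayed within that range. The cause was not tested.

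At a log2 fold change above 1, the counts against control were 101 in iHoxc6, 285 in iHoxc8, 1636 in iHoxc9 and 1437 in iHoxc10. Against day 2 progenitors they were 5965 in control, 6806 in iHoxc6, 6446 in iHoxc8, 6794 in iHoxc9 and 7715 in iHoxc10. They were 1394 for iHoxc6 and iHoxc9, 1029 for iHoxc6 and iHoxc10 and 701 for iHoxc9 and iHoxc10. The gene sets then held 2059 shared-upregulated and 2247 shared-downregulated genes, 172 higher in iHoxc6, 251 higher in iHoxc9, 345 higher in iHoxc9 and iHoxc10 and 165 higher in iHoxc6 and iHoxc10. A lower threshold must call more genes. The share of called genes higher than control moved from 37.5% to 54.5% in iHoxc6, from 63.0% to 46.7% in iHoxc8, from 56.7% to 49.1% in iHoxc9 and from 52.1% to 41.3% in iHoxc10, and with DESeq2's Wald test it was 25.9% in iHoxc6.

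Across the fits that each left out a library, from 17 to 50 genes were called in iHoxc6 against control, from 26 to 61 in iHoxc8 against control and from 164 to 279 between iHoxc6 and iHoxc10. The other counts stayed within 1.5 times, with 472 to 618 in iHoxc9 and 228 to 356 in iHoxc10 against control. The number of Hox1-5 genes lower in iHoxc9 was 14 in every alternative that was run for it. Variance on PC1 and PC2 was 58.1% with all retained genes, 74.5% with rlog of all 18 libraries, 78.3% without the Hox genes and 73.7% to 78.2% with a library left out. The log2 level over Hoxc5 per kilobase of exon of the annotated gene was 1.74 for Hoxc6, 1.10 for Hoxc8, 0.54 for Hoxc9 and 1.82 for Hoxc10. These causes were not tested.

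Of 110 results for single genes, 21 changed in some setting, with 28 changes to a weaker and 17 to a stronger result and 14 reversals in 5 results near 0. Isl2 in iHoxc9 was -0.0059 with DESeq2's Wald test, -0.0060 with its size factors and -0.0499 to 0.0679 with a library left out. Pbx2 in iHoxc10 was -0.0258 with only the groups compared and -0.0535 to 0.0481 with a library left out. With a library left out, Lhx1 in iHoxc8 was -0.0299 to 0.164, Meis2 in iHoxc8 -0.199 to 0.0465 and Pbx4 in iHoxc9 -0.0078 to 0.178.

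With the replicate number as a block, iHoxc6, iHoxc8, iHoxc9 and iHoxc10 had 22, 44, 545 and 302 genes against control. Over all pairs of groups, the correlation of same-numbered libraries was 0.075 and that of other libraries -0.034.

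For each of the 12 comparisons, 4 splits of the 6 libraries part every pair of the same number, and 1 of the 4, the real split, reached the real number of called genes. The same held for the Hox1-5 genes lower in iHoxc9. The other splits called 0 genes, with 52 to 3662 genes at an unadjusted p under 0.05. A share under 0.05 cannot be reached with 4 splits, so chance cannot be ruled out by this test alone. Among iHoxc6, iHoxc9 and iHoxc10, 382 genes were called in at least 2 of the 3 comparisons. Of 36 relabelings that keep the replicate numbers apart, 1, the real grouping, gave as many, and the highest of the others gave 126. Depth limits the genes near 0.1 CPM, where 3 counts lie.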

Differences from the paper's values

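No test in this part was chosen after the result was seen. The share of variance on PC1 and PC2 and the number of retained genes lie within 1.5 times the values that the paper states.

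The paper states that control cells express Hox genes up to paralog group 5. Hoxb6 and Hoxb8 were at 179.2 and 177.5 CPM in control, and no alternative that was run changes which genes have reads.

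The paper places the separation of iHoxc8 on PC2. From the mean of control and iHoxc6, iHoxc8 was 3.1 away on PC1, 4.81 on PC2 and 10.7 on PC3. In the plane of PC1 and PC2, which the paper describes, the separation was thus larger on PC2, the component that the paper names. The difference lies in PC3, where Hoxc8 itself had the largest loading. Of the 22 settings, the separation was larger on PC2 than on PC3 only without the Hox genes, with 5.54 on PC2 and 1.86 on PC3. With all retained genes it was largest on PC1, at 16.7.

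The paper describes the induced Hox genes as having similar RNA levels, comparable to Hoxc5 in control. Hoxc6 was 2.63 times, Hoxc8 1.99 times, Hoxc9 1.15 times and Hoxc10 2.20 times Hoxc5. Per kilobase of exon, the log2 differences were 1.74, 1.10, 0.54 and 1.82. These used the exon lengths of the annotated genes and not the length of the transgene, so they may be off.

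The paper describes the levels of PBX and MEIS genes as largely similar across the inductions. Pbx3 was higher in iHoxc10 than in control by a log2 fold change of 1.07 (adjusted p = 1.07e-05 by edgeR, from 2.38e-14 to 0.000642 over the alternatives) and Meis2 by 0.81 (adjusted p = 0.000317 by edgeR, from 5.29e-08 to 0.00392). Neither passed the fold change threshold of 2, and both comparisons lie between runs. Between iHoxc9 and iHoxc10, within a run, the log2 fold change was -1.58 for Pbx3 (adjusted p = 6.95e-08 by edgeR) and -0.39 for Meis2 (adjusted p = 0.114 by edgeR).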

Other observations

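The tests on imprinted genes and on the change from day 2 to day 4 were chosen after the result was seen; those on library size, GC content, gene length and sequencing runs were written before it.

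iHoxc9 and iHoxc10 had more differentially expressed genes against control than iHoxc6 and iHoxc8. With every library thinned to 24498630 counts, the numbers were 23, 46, 542 and 314 for iHoxc6, iHoxc8, iHoxc9 and iHoxc10, and iHoxc9 had 23.6 times as many as iHoxc6, so library size does not account for the order. The log2 fold changes were related to gene properties across the genes above 1 CPM on average, which are not independent replicates. The Spearman correlation with exon length was 0.460 in iHoxc8, 0.445 in iHoxc9 and 0.418 in iHoxc10, the lines from other runs than control, and 0.08 in iHoxc6. After a correction of each library for GC content and exon length, over the 84.1% of tested genes with these values, 20, 27, 479 and 240 genes were called, and iHoxc9 had 24.0 times as many as iHoxc6. Before it, 21, 38, 527 and 260 of these genes were called. After it, the correlation with exon length lay between -0.0053 and 0.0036, so the order is not fully explained by length. The correlation with GC content went from 0.49 to 0.116 in iHoxc6, from -0.211 to 0.157 in iHoxc8, from -0.169 to 0.153 in iHoxc9 and from 0.031 to 0.169 in iHoxc10. The correction thus did not remove the relation with GC content, and alone it cannot rule GC content out. The strength of that relation did not follow the order, though. Before the correction it was strongest in iHoxc6, which had the fewest calls, and weakest in iHoxc10. After it, iHoxc8 and iHoxc9 were alike, at 0.157 and 0.153, with 27 and 479 calls, although iHoxc6 was then lowest. These values argue against GC content as the source of the order. Of the 10 ways to part the 5 day 4 groups into 2 and 3, iHoxc9 and iHoxc10 against the rest separated the most genes by more than 1 on the log2 scale, 247, and control and iHoxc6 against the rest came next, with 132. Both follow a sequencing run, and the second also a cell line. The next had 29. Of the 566 genes called in iHoxc9 and 311 in iHoxc10, 146 were called in both, and 274 genes differed between the 2 lines within their run, so the shared run does not account for all of the larger number. For the genes that change in both lines, the run and the Hox genes cannot be told apart.

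Imprinted genes differed between lines. Of 52 listed genes, 42 had a mean of at least 1 CPM, and the list was written after values of some of them had been seen. Changed more than 2-fold at an adjusted p under 0.01 were 1 in iHoxc6, 9 in iHoxc8, 13 in iHoxc9 and 14 in iHoxc10 against control, and 9 between iHoxc9 and iHoxc10. Lists of the same size matched on expression had 0.150, 0.781, 3.44, 3.48 and 1.01 on average. These lists were drawn gene by gene and were not matched on position. Listed genes that lie close together, such as Igf2 and Cdkn1c, may change together, which would make the permutation p too small. The permutation p was 0.139 in iHoxc6 and 1e-04, the smallest that 10000 lists can give, in the other 4 comparisons, and 0.139 and 0.000125 after Benjamini-Hochberg adjustment over the 5. The 1e-04 between iHoxc9 and iHoxc10 lies within a run. The 0.139 between iHoxc6 and control, which share a line, rests on few changed genes of any kind and does not show that groups of the same line lack the difference. A difference between cell lines and an effect of the Hox genes cannot be told apart. Singled out after their values were seen, in iHoxc8 and iHoxc10 Peg13 was lower (log2 fold change -2.03 and -1.38) and Cdkn1c (2.35 and 2.87) and Igf2 (3.46 and 4.56) were higher than in control. In iHoxc9, Igf2 (2.84) and Cdkn1c (1.13) were also higher, and Peg13 changed by -0.22 (adjusted p = 0.473 by edgeR).

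Expression in iHoxc10 may lie further along the change from day 2 to day 4. Across 15638 genes, which are not independent replicates, the difference of iHoxc10 from control had a Pearson r of 0.49 (Spearman correlation 0.55) with the difference of iHoxc8 from day 2 progenitors, groups that the first difference does not contain, and 0.43 to 0.52 with a library left out. The r was 0.22 for iHoxc6 and 0.17 for iHoxc9. For iHoxc10 minus iHoxc9, within a run, it was 0.40, which a difference between runs does not explain. The difference of iHoxc8 from day 2 progenitors also holds what is particular to iHoxc8. Changes that iHoxc8 and iHoxc10 share would therefore raise these r values too, and they cannot be told apart from further differentiation. Whether Hoxc10 or the line is behind the relation was not tested.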
